# Concomitant downregulation of neuropeptide genes in a marine snail with consecutive sexual maturation after a nuclear disaster in Japan

**DOI:** 10.3389/fendo.2023.1129666

**Published:** 2023-03-10

**Authors:** Fumihiro Morishita, Toshihiro Horiguchi, Hiroto Akuta, Tatsuya Ueki, Takuya Imamura

**Keywords:** transcriptome, reproduction, epigenome, gastropod, precursor, mass spectrometry

## Abstract

Consecutive sexual maturation (CSM), an abnormal reproductive phenomenon of a marine snail, *Reishia clavigera*, has occurred since 2017 in the vicinity of the Fukushima Daiichi Nuclear Power Plant after the nuclear disaster there. We hypothesized that alterations in animal physiology mediated through genetic/epigenetic changes could sensitively reflect environmental pollution. Understanding the mechanism of this rapid biological response should enable us to quantitatively evaluate long-lasting effects of the nuclear disaster. To determine the molecular basis for CSM, we conducted transcriptome profiling in the ganglia of normal and CSM snails. We assembled the short-read cDNA sequences obtained by Illumina sequencing, and succeeded in characterizing more than 60,000 gene models that include 88 kinds of neuropeptide precursors by BLAST search and experimental curation. GO-enrichment analysis of the differentially expressed genes demonstrated that severe downregulation of neuropeptide-related genes occurred concomitantly with CSM. In particular, significant decreases of the transcripts of 37 genes among 88 neuropeptide precursor genes, including those for myomodulin, PentaFVamide, maturation-associated peptide-5A and conopressin, were commonly observed in female and male CSM snails. By contrast, microseminoprotein precursor was the only exceptional case where the expression was increased in CSM snails. These results indicate that down-regulation of neuropeptide precursors is a remarkable feature of CSM. We also found that factors involved in epigenetic modification rather than transcription factors showed altered patterns of expression upon CSM. Comprehensive expression panels of snail neuropeptide precursors made in this study will be useful tools for environmental assessment as well as for studying marine reproductive biology.

## 1 Introduction

Seasonality of reproduction is a key for the conservation of many species. Regulatory systems for reproduction have been evolved to assure sequential occurrence of sexual maturation and behaviors with appropriate timing. These systems are triggered by certain environmental cues, such as temperature, tidal cycle, and day length (1). Historically, reproduction of wild animals has often been threatened by environmental risks imposed by man-made toxic chemicals. For example, in the 70s-80s, populations of mollusks such as bivalves and gastropods declined rapidly, and this decline had an impact on the ecosystem of the intertidal zone and on the fish cultivation industry (2, 3). In gastropods exposed to antifouling bottom paints, secondary formation of male sexual organs in females (imposex) was frequently observed (4) and disturbed normal oviposition. In Japan, using a caenogastropod mollusk such as *Reishia clavigera*, it was elucidated that organotin compounds released from the anti-fouling paint on ships and fishery nets overactivated a nuclear receptor, retinoid X receptor (5), which resulted in the imposex in females (6). Since then, accumulating evidence has prompted worldwide cessation of the use of organotin compounds in anti-fouling paint to try to remediate ecosystems in the intertidal zone. Accordingly, caenogastropods have been focused on as important biomarkers for monitoring the recovery of ecosystems in the intertidal zone from pollution by organotin compounds (7).

The 2011 Great East Japan Earthquake and Tsunami caused multiple environmental risks for the intertidal zone ecosystem on the Pacific coast of eastern Japan. The earthquake and accompanying tsunami totally destroyed more than 100,000 houses, and washed more than 560 km^2^ of maritime area (8). A considerable volume of debris was withdrawn into the sea, which markedly changed the landscape of the intertidal zone, and had negative effects on the ecosystem. More seriously, the earthquake and tsunami destroyed facilities in the Fukushima Daiichi Nuclear Power Plant (FDNPP) and induced melting-down of nuclear reactors. Consequently, as much as several petabecquerels of radioactive substances were released into the environment (9, 10). Most of the radioactive substances have flowed into the ocean through rain, rivers, streams, and underground water, and from the contaminated plume (11).

Field research monitoring the recovery of animal fauna began in late 2011 by establishing several research points on the Pacific coast of Miyagi, Fukushima and Ibaraki prefectures and has continued to date (10, 12). In 2011, impacts on the ecosystem by the nuclear disaster were evident. Diversity of the animal fauna was much lower than that before the disaster; for example, only a few mussels and barnacles were found in the vicinity of FDNPP (within 10 km) (13). Continuous field monitoring revealed that diversity in the ecosystem was restored gradually and returned to the normal level by 2016, in most of the area damaged by the earthquake and tsunami. However, it was still not restored in 2016 around the FDNPP, despite the fact that radioactivity in the environment was below the standard value (10). One possible reason for this delayed recovery may be the continuous cement loading around the harbor of FDNPP, which encloses the sediment containing radioactive materials. Nearly 100,000 tons of cement was thrown into the harbor from March, 2012 to April, 2015 (10). It was estimated that the cement contains tons of chrome, cadmium, arsenic and lead, and a part of it was released into the sea. Therefore, the nuclear disaster seems to have created complex pollution caused by the spread of radioactive substances and heavy metals in the ocean.

The aforementioned marine snail, *R. clavigera*, a common species along the Japanese coast except in Okinawa islands, is an important biomarker for evaluation of environmental pollution in the seashore (14). It became rare to find *Reishia clavigera* from late 2011 to early 2013, probably because most died due to exposure to radioactive substances and subsequent inhibition of larval recruitment by exposure to harmful substances, such as radionuclides and heavy metals. Horiguchi et al. found that, within the area 3-km from FDNPP, the testis and ovary of *R. clavigera* are sexually matured year-round, whereas this marine snail, collected at a reference site, approximately 120 km south of the FDNPP (Hiraiso), normally exhibits gonadal maturation in early summer and regression in winter (15). This unusual phenomenon was named “consecutive sexual maturation (CSM)” (15). Because of the high tidal level and rough waves in winter in that area, it is hard to determine whether the CSM snail lays eggs in mid-winter in that area. However, the latest egg-deposition of *R. clavigera* was observed in late September, which is 2 months later than the spawning season of the normal snail (15).

Recent transcriptome analysis has demonstrated that neuropeptide precursors are up- and down-regulated in association with the mollusk reproduction cycle (16, 17). Several lines of evidence demonstrated that neuropeptides and/or peptide hormones play crucial roles in regulating reproduction in mollusks (18–22). Gonadotropin releasing hormone (GnRH), gonadotropin inhibitory hormone (GnIH) and kisspeptin are key peptides for reproduction in mammals (23) and birds (24), while in mollusks, a peptide hormone, egg-laying hormone (ELH) in *Aplysia*, and myomodulin in Sydney rock oyster (25), induces egg spawning, and GnRH-related peptide induces proliferation of gonadal cells in oyster (26).

Our working hypothesis is that malfunctioning of a regulatory neuropeptide system is associated with CSM. In *R. clavigera*, Leung and colleagues conducted RNA-seq analysis on the animal collected in Hong Kong, China, and identified several neuropeptide precursors (27). In order to test our hypothesis, we decided to further deepen the information on the neuropeptide precursor genes. In this study, we therefore aimed to 1) provide a dataset of genes and peptides expressed in the central nervous system (CNS) ganglia of *Reishia* collected on the coast of Japan through transcriptome analysis, and 2) determine the differences in expression between the normal and CSM snails. Integrated analyses using RNA-seq and Nanoscale-LC-Orbitrap MS/MS provide a comprehensive catalog of mature neuropeptides in *Reishia* ganglia as important biomarkers for the assessment of disaster effects. Here, we provide evidence that a wide range of neuropeptide precursors are downregulated in the CSM snails, indicating the high diversity of this population since the 2011 Great East Japan Earthquake.

## 2 Materials and methods

### 2.1 Animals

The rock shell, *R. clavigera*, were collected on the seashore around Ottozawa, Okuma town (Fukushima, Japan), and Hiraiso, Hitachinaka city (Ibaraki, Japan), respectively, in February, 2021. In February, more than 80 % of *R. clavigera* collected at Okuma were sexually mature (Stage III or IV), whereas none of the animals collected at Hiraiso were sexually mature (they were Stage I or II) (15). Therefore, we refer to *R. clavigera* collected in Hiraiso as the normal snail, and the animals collected in Okuma as the CSM snail, hereafter. Because *R. clavigera* is neither a target species for commercial fisheries, nor protected by the act on conservation of endangered species of wild fauna and flora in Japan, permission is not required for the collection of this marine snail in the field. However, since Ottozawa is located within the restricted area (difficult-to-return zone) in the vicinity of FDNPP, we obtained a permission for entry from the Fukushima Prefectural Government (#2-KIKAN4067). The numbers of animals collected were twenty-nine of CSM snails at Ottozawa, and thirty-five of normal snails at Hiraiso, respectively, which had little influence on the stability of population of *R. clavigera* in those area. Less than ten snails were kept in a 10-litter tank filled with artificial seawater (ASW, Marine Art Hi, Osakayakken Co. Ltd., Osaka, Japan) at 15 °C for a few days until the dissection of ganglia. All the tanks were continuously aerated and filtered the debris with circulation pump. Although the research on the invertebrate does not require animal-ethics approval by the animal ethics committee of Hiroshima University, snails were handled with care to avoid unnecessary stress in accordance with guideline for the animal welfare by the committee.

### 2.2 Transcriptome analysis

#### 2.2.1 Purification of total RNA

The CNS of *R. clavigera* consisted of the circum-esophageal ganglia (the cerebral, buccal, parietal, supra-esophageal, sub-esophageal and pedal ganglia) in the head region and the visceral ganglion located near the heart. Both the circum-esophageal and visceral ganglia were dissected from animals collected at Hiraiso (normal snails) and Okuma (CSM snails) for the purification of total RNA for RNA-seq. The marine snails were placed in 0.33 M MgCl_2_ for muscular relaxation before the dissection. Each dissected CNS was immediately frozen in liquid nitrogen (LN_2_). Frozen tissues from each snail were placed in a separate plastic 1.5 ml tubes and preserved in a deep freezer at -75 °C.

Of the ganglia dissected, 9 of CMS snails (male 4, female 5) and 9 of normal snails (male 5, female 4) were used for the RNA extraction for RNA-seq analysis. Rest of frozen ganglia were preserved for pilot experiments. Total RNA was extracted from each ganglion separately. For the extraction, each ganglion was placed inside of a folded aluminum foil and put on an aluminum block, and then crushed with a hammer. All of the devices had been chilled in LN_2_. Powdered frozen tissue was thawed in 0.2 ml of Sepazol RNA I Super G (Nacarai Tesque Inc., Kyoto, Japan), and homogenized by gentle pumping with a micro-pipet. Total RNA was extracted from the lysate according to the manufacturer’s instruction. DNA remaining in the total RNA sample was removed by DNase digestion as follows: the pellet was dissolved in 0.2 ml of buffer RA1 supplied with a column kit, NucleoSpin RNA XS (Macherey-Nagel GmbH & Co. KG, Duren, Germany), and then mixed with an equal volume of 70 % ethanol by pipetting. Then, it was loaded on the NucleoSpin RNA XS column, and DNase digestion was conducted according to the manufacturer’s instructions. Total RNA was eluted from the column with 15 µl of RNase-free water, and was quantified with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific K.K., Tokyo, Japan). Qualitative analysis of purified RNA was conducted with a Bioanalyzer (Agilent Technologies Ltd., Santa Clara, CA) by the Natural Science Center for Basic Research and Development, Hiroshima University.

#### 2.2.2 Construction of RNA-library for Illumina

Of the RNA samples extracted, total seven samples of female snails (four of normal and three of CSM) with high yield and RNA integrity number were used for the RNA-library construction. An RNA-library for Illumina sequencing was constructed with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina or NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs Japan, Tokyo, Japan), according to the manufacturer’s manual, using 200-250 ng of total RNA for the starting materials. These libraries were labeled with different indexes. The library obtained was analyzed using the Bioanalyzer to confirm that there was no bias in the distribution of fragment cDNA size. The average size of the cDNA was 351-411 bp. The concentration of cDNA in the library was determined by following the qPCR-based protocol with the GenNext NGS library quantification kit for Illumina (TOYOBO Co. Ltd., Osaka, Japan). They were adjusted to 5 nM and all of them were mixed together (total 30 μl) for a single analysis. For the RNA-seq analysis on male snails, six libraries (three each from normal and CSM snails) were constructed, similarly. The average size of cDNA was 372-412 bp. The obtained libraries were mixed using different volumes that were chosen so that the difference in the final concentrations was minimized. The male and female libraries were sent to Macrogen Japan Corp. (Tokyo, Japan), and sequenced with a HighSeq X (150 bp paired end), separately.

#### 2.2.3 Data analysis for RNA-seq

Because genome sequence data for *R. clavigera* is not available, short read sequences obtained by NGS sequencing were assembled into clusters as follows. First of all, adaptor sequences were trimmed by Trim Garore (ver 0.6.6), and then, the short-read sequences were assembled by Trinity (ver. 1.12.0). The assembled sequences were mapped on the model transcript made with Salmon (ver 1.5.2). The model transcripts were refined by removing duplicates and re-mapping on the original model transcript using seqkit (ver 0.15.0). Model transcripts were further clustered by corset (ver 1.09), and annotated using BLAST search on GenBank. To determine the changes in gene expression by CSM, differences in expression levels of the respective gene models between normal and CSM snails were calculated using edgeR (ver 3.34.0), and 253 of up-regulated and 334 of down-regulated models were extracted as the differentially expressed genes (DEGs) with false discovery rate (FDR) less than 0.05 (**Figure 1A**).

**Figure 1:**
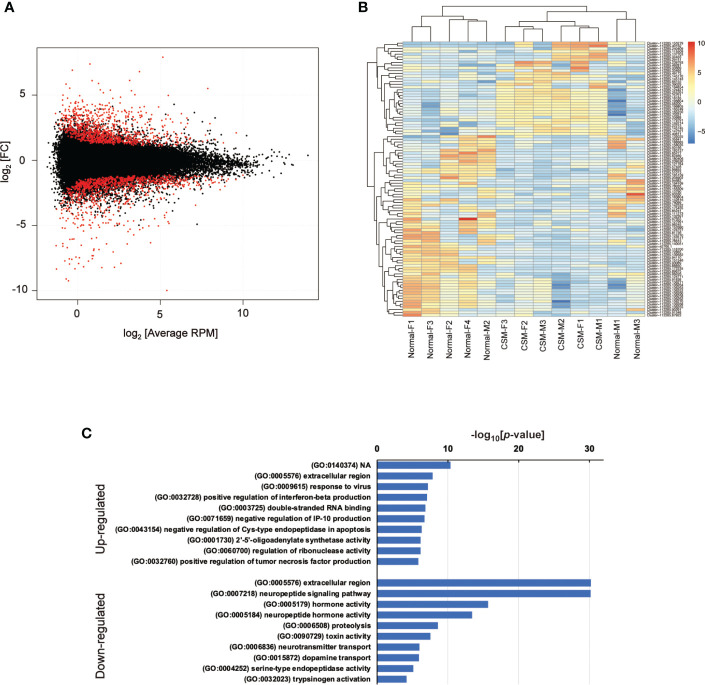
Summary of RNA-Seq analysis on *Reishia* ganglia. **(A)** MA-plot for the merged clusters obtained by RNA-seq analysis of male and female *Reishia* CNS. Differentially expressed clusters between the normal and CSM snails with FDR below 0.05 are indicated by red dots. RPM: reads per million mapped reads, FC: fold change. **(B)** Heatmap of top 100 DEGs between the CNS of normal and CSM snails. DEGs between the normal and CSM snails were extracted for males and females by calculating the log_2_ value relative to average RPM, and the top 100 DEGs were represented by color. **(C)** GO-enrichment analysis of DEGs in *Reishia* CNS. GO-enrichment analysis was conducted on 253 clusters of up-regulated genes and 334 clusters of down-regulated genes, and the top 10 of enriched GO-terms for up-regulated (upper) and those for down-regulated (lower) are indicated. Note that, in down-regulated genes, GO-terms associated with neuropeptide signaling are enriched.

### 2.3 Identification of neuropeptide precursors

For the identification of neuropeptide precursors, a command-line tool for running BLAST, BLAST+, was installed. Then, the translated clusters were searched by TBLASTN (2.12.0) using the amino-acid sequences of neuropeptide precursors of a giant triton snail, *Charonia tritonis* (28), as well as several precursors of insects, as queries. Precursor proteins encoded by the retrieved clusters were analyzed with SignalP (ver. 4.1) for prediction of N-terminal signal peptides, and with NeuroPred for prediction of processing sites.

### 2.4 Identification of neuropeptides by mass-spectrometry

Peptides in CNS of the normal snails were identified by mass spectrometry-based *de novo* sequencing of peptides. Crude peptidic extract was prepared from 25 pooled ganglia of male and female of normal *R. clavigera*. Dissected CNS was frozen quickly in LN_2_, and preserved at -75 °C. On the day of extraction, frozen tissues were powdered in LN_2_, then transferred slowly into boiling pure water (3 ml), and kept boiling for more than 5 min. The extract was acidified by adding acetic acid at final concentration 5 %, and then homogenized with a Teflon-glass homogenizer. The homogenate was centrifuged at 20,000 x g for 10 min, and the supernatant was collected. The pellet was resuspended in 5 % acetic acid, and then subjected to homogenization and centrifugation as described above. The two extracts were combined, and concentrated to 100 µl.

For the de-salting, the concentrated extract was loaded on a C_18_ Sep-Pak Plus column (Waters Corporation, Milford, MA), that had been equilibrated with 0.1 % trifluoroacetic acid (TFA). After the washing with 0.1 % TFA, retained materials were eluted stepwise with 20 %, 40 % and 60 % acetonitrile with 0.1 % TFA. Eluted materials were combined and condensed to 0.1 ml with a vacuum centrifuge. This crude extract of *Reishia* CNS was filtered through a 0.45 µm filter, and then subjected to shot-gun analysis with a nanoLC-Orbitrap mass spectrometer.

Mass spectrometry was conducted by the Natural Science Center for Basic Research and Development, Hiroshima University. One microliter of the extract was mixed with 14 μl of 0.1 % formic acid. One microliter of the diluted sample was injected into the nano-scale liquid chromatography system (Ultimate 3000 RSLCnano, Thermo Fisher Scientific, Germering, Germany) equipped with a trap column (Accliam PepMap100 C_18_, I.D 300 μm x 5 mm, Thermo Fisher Scientific K.K., Tokyo, Japan) and a separation column (Nikkyo nano HPLC capillary column, 3 µm C_18,_ I.D. 75 µm x 120 mm, Nikkyo Technos Co. Ltd., Tokyo, Japan), connected in tandem. Retained materials were eluted using a linear gradient of acetonitrile (4-35 % over 100 min, 200 nl/min), and then directly ionized by nano-scale electrospray at source voltage between 1.5 and 2.5 kV.

The mass spectrum for the precursor ion was obtained using an LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific K.K., Bremen, Germany) with Fourier transform mass spectrometry mode. Scanning was conducted with scan range from 200-1,500 (m/z) and resolution at 30,000. Then, the parent ion was fragmented by collision with helium gas with collision energy of 35 and isolation width of 2.0 (m/z). The conditions for mass measurement of fragment ions were the same as that for the parent ion. Obtained mass data were analyzed using an application, PEAKS X (Bioinformatics Solutions Inc., Waterloo, Canada), for *de novo* sequencing. For the further identification of translated products of neuropeptide-precursor genes, BLAST search using the fragment peptides identified by mass-spectrometry as query was conducted on the dataset of amino-acid sequences of neuropeptide precursors obtained by RNA-seq.

## 3 Results

### 3.1 *De novo* assembly of RNA-seq data of the central ganglia of *Reishia clavigera*

CSM is more evident in females than in males (15). 

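The ganglia examined were the circum-esophageal and visceral ganglia of snails collected at Hiraiso, where snails mature normally, and at Okuma, where CSM occurs. The paper named the snails normal or CSM by their collection site, so that status and site coincide in every library. It gives most, but not all, Okuma snails as mature in the month of collection. Its text gives no maturation stage for the snails that were sequenced. The libraries were made from total RNA with either the NEBNext Ultra or the NEBNext Ultra II Directional kit, and the paper's text does not name which library was made with which kit. For each library the authors deposited the number of reads counted on each cluster of transcripts, without normalization. The clusters are those assembled from the male and female reads together, and they were used for all values given here. Between 36181537 and 77056644 reads per library were counted for the 4 normal females, with a median of 60448754. For the 3 CSM females the counts lay between 60313592 and 70286102, with a median of 64211902. The 7 female libraries held 428947285 counted reads in all, and the values rest on these counts. RPM was computed as the count of a cluster per 1e+06 counts of its library. A count of 0 allows up to 0.0389 RPM in the deepest female library, normal female 2, and up to 0.0829 RPM in the shallowest, normal female 4, taking 3 counts as the limit. These limits cover counting error only.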

First, seven cDNA libraries prepared from four normal female and three CSM female central ganglia were subjected to a single-run of Illumina-sequencing, and a total of 384,117,268 reads of short-read DNA sequences were obtained. Incomplete sequences and index sequences on each sequence were removed by Trim Garore, which recovered 97.5 % of the original short-read DNA sequences. Because genome sequence data for *R. clavigera* is not available, a reference transcript model was made by assembling those short-read DNA sequences by Trinity and corset. We finally obtained 67,481 annotated reference gene models. 

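The female libraries were scaled with edgeR's TMM method, with factors from 0.766 in normal female 4 to 1.19 in CSM female 1. Over the 216213 clusters that passed edgeR's expression filter, the median log2 fold change between CSM and normal females was -0.08, and it was 0.16 when the libraries were scaled by their total counts alone. The quasi-likelihood test of edgeR, fitted over all 13 libraries with 1 coefficient per sex and maturation status, called 1 cluster higher and 1 lower in CSM females at FDR < 0.05. At an unadjusted p under 0.05 the same test gave 7300 higher and 8663 lower clusters, where 10811 of either direction are expected with no difference. Scaled by total counts alone, it gave 11578 higher and 5716 lower, so that the direction of the excess depends on the scaling. The alternative that moved the numbers of called clusters most was the Wald test of DESeq2, which called 980 higher and 1491 lower. The pair of called clusters lies outside the list of named genes and was looked up after the test. Cluster-112285.168603, called higher, had a log2 fold change of 7.75 (standard error 0.74, edgeR FDR 0.00953). It was measured at 0.0276 RPM or less in the normal females, where a count of 0 allows up to 0.0508 RPM in normal female 3, at 3.30 to 4.03 RPM in the CSM females and at 2.57 to 6.52 RPM in the males of either status. Cluster-112285.172235, called lower, had a log2 fold change of -9.07 (standard error 1.03, edgeR FDR 0.0429). It was at 4.46 to 7.08 RPM in the normal females and at 0.129 RPM or less in every other library. With so few counts in the lower group, both fold changes depend on the prior count of the fit. Their standard errors do not cover this.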

An MA-plot to compare CSM and normal females indicated that read normalization was successfully done for the identification of differentially expressed genes (DEGs: **Figure S1**). 

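Ranked by the p-value of the female contrast, 55 of the first 100 clusters were higher in CSM females and 45 were lower. Only the 2 called clusters among them passed FDR < 0.05, and the FDR of the 100th was 0.237. Listed precursor clusters made up 3 of the 100, and 3 further clusters among them, all lower, encode near-identical proteins to those of APGWa-2, MIP-2 and SXFY-2. Under the other ways of scaling, filtering and testing the number of higher clusters in the first 100 lay between 41 and 71. With each library left out in turn it lay between 34, without normal female 3, and 72, without CSM female 1.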

A heatmap of the top 100 DEGs demonstrated that about 1/3 of them were up-regulated, while the remaining ones were down-regulated, in CSM snails (**Figure S2**). When the short-read DNA sequences were mapped on these gene models, 88.7 % of the short-read DNA sequences were successfully mapped. We evaluated the accuracy and redundancy of the reference models using BUSCO, and found that 84.2 % of the model was matched to the core-gene set of mollusk (Mollusca_odb10). Thus, we concluded that our protocol for the cluster assembling for a reference transcript model worked well with the RNA-seq data obtained from female *Reishia* ganglia.

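The male libraries were less even in depth than the female ones. The 3 normal males had 7768665, 109473812 and 133027896 counted reads, a 17.1-fold difference between the lowest and the highest. The 3 CSM males had 88728070, 20120398 and 24998427. Together the male libraries held 384117268 counted reads. In normal male 1 a count of 0 allows up to 0.386 RPM, against 0.0226 RPM in normal male 3, and 150209 clusters had a count in normal male 1 against 351253 in normal male 3. The male libraries were sequenced apart from the female ones, so that sex and sequencing run coincide.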

Similar analyses were applied for cDNA libraries of male central ganglia (three from normal, and three from CSM), and short read sequences obtained (total 384,117,268) were processed. 

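The distance between libraries was taken as 1 minus the Pearson correlation of log2(RPM + 1) over the tested clusters. By maturation status the mean silhouette width of the 13 libraries was 0.110 (permutation test within sex, one-sided, 100000 draws, p = 0.00283). Of the 700 possible relabellings 2 gave a value as large, the real one included. By sex the silhouette width was 0.0644, a value that 19 of 700 relabellings within status reached (exact p = 0.0271). The silhouette by status moved most with Spearman correlation, to 0.0575 (exact p = 0.0114), where the silhouette by sex was 0.0633 (exact p = 0.0186). For 11 of the 13 libraries the library with the highest correlation had the same status. The exceptions were normal female 4 and CSM male 1, each of which was nearest to the other with a correlation of 0.914. An average-linkage tree first separated normal male 1, the library with the fewest counts. Complete and Ward linkage first separated 4 libraries of mixed status and sex, normal female 4, normal males 2 and 3 and CSM male 1.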

The hierarchical clustering of gene expressions of male and female central ganglia demonstrated that the thirteen samples were clustered based on maturation status, not sex (**Figure S3**). Thus, occurrence of CSM after the East Japan Great Earthquake has had considerable impacts beyond sex difference, suggesting that sex-independent mechanisms might mediate some of the transcriptome alterations. 

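The difference between the CSM effects in females and in males was tested directly as an interaction in the edgeR fit. No cluster passed FDR < 0.05 and the smallest FDR was 0.237, with 8109 clusters at an unadjusted p under 0.05 in the positive direction and 7301 in the negative one. These unadjusted numbers were 10887 and 5689 with scaling by total counts alone, and 9446 and 9854 with DESeq2. The DESeq2 test of the same difference called 1229 clusters. In CSM males compared with normal males edgeR called 0 clusters in either direction, with 10477 higher and 13900 lower at an unadjusted p under 0.05. DESeq2 called 2233 higher and 1774 lower in males. From the grouping of the libraries by status, the paper proposes that sex-independent mechanisms might mediate some of the changes.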

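The deposited counts list 425741 clusters in each of the 13 libraries, and the deposited sequences hold 445250 records for these clusters. Of the listed clusters, 216213 had enough counts to be tested with edgeR's filterByExpr, which asks here for about 10 counts in as many libraries as the smallest group has and for a total of at least 15.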

Then, we combined the short-read DNA sequences obtained from females and males together, performed re-assembling of short-read DNA sequences, and finally identified 350,645 reference transcript models from RNA-seq data of *Reishia* ganglia. Consequently, comparison of the gene model with a 5,295 core-gene set of mollusk (Mollusca_odb10) by BUSCO ended with 91.5 % match, including 68.6 % of single copy genes and 15.6 % of duplicated genes, supporting the high quality of our gene models.

### 3.2 Identification of differentially expressed genes between the normal and CSM ganglia

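Normal and CSM ganglia of both sexes were compared with edgeR's quasi-likelihood test on the deposited counts of all 13 libraries, with sex as a term of the model. At FDR < 0.05, 188 clusters were higher and 102 were lower in CSM snails. At an unadjusted p under 0.05 there were 9288 higher and 13398 lower. Scaled by total counts alone, there were 13634 higher and 9802 lower, so that the direction of this excess depends on the scaling. The log2 fold changes of the called clusters reached from -8.02 to 8.21. All 188 higher clusters and 101 of the 102 lower ones changed in the same direction in both sexes. For 172 of the higher and 79 of the lower ones, every CSM library lay above or below every normal library of its sex, and for 165 and 78 this held with each count of 0 set to the limit it allows. The counts moved with the model. DESeq2's Wald test called 3101 higher and 3912 lower clusters, and with the replicate number as a block edgeR called 0 and 0. The counts also rested on single libraries. With each library left out in turn, between 15 and 171 clusters were called higher and between 2 and 170 lower, and 14 of the 290 clusters were called in every one of these fits. Near-identical clusters, which share at least 90% identity over at least 50% of the shorter sequence, existed for 204 of the 290. Joined with them, the called clusters formed 256 groups.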

Using the refined transcript models, the short-read DNA sequences obtained from females and males were mapped again, and differentially expressed genes between the normal and CSM ganglia were extracted (**Figure 1**). 

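Of the clusters outside the lists of precursors and enzymes, those named here rose or fell most among the clusters that passed FDR < 0.05 and had every CSM library on the same side of every normal library of its sex. The largest rise was that of Cluster-112285.16165, with a log2 fold change of 5.40 over both sexes (standard error 0.72, edgeR FDR 0.0190). It had 0.265 ± 0.228 RPM in normal females (SD, n = 4), 6.31 ± 3.23 in CSM females (SD, n = 3), 0.0575 ± 0.0499 in normal males (SD, n = 3) and 10.7 ± 11.6 in CSM males (SD, n = 3). Cluster-112285.75721 rose by 5.27 on the log2 scale (standard error 0.72, edgeR FDR 0.0214), from 0.139 ± 0.170 RPM (SD, n = 4) to 4.21 ± 2.70 in females (SD, n = 3). The largest fall was that of Cluster-112285.51013, which had 2.17 ± 1.40 RPM in normal females (SD, n = 4), 1.17 ± 0.225 in normal males (SD, n = 3) and was measured at 0.0285 RPM or less in each CSM library. In the CSM males it had no count at all, which allows up to 0.149 RPM in CSM male 2 and 0.120 RPM in CSM male 3. Its fitted log2 fold change of -7.59 (standard error 0.74, edgeR FDR 0.00640) therefore depends on the prior count of the fit. Cluster-112285.96855 fell from 6.21 ± 3.46 RPM (SD, n = 4) to 0.0474 ± 0.0821 in females (SD, n = 3) and from 4.60 ± 3.76 (SD, n = 3) to 0.0899 ± 0.00970 in males (SD, n = 3). What these clusters encode was not analysed here. With single libraries left out, all but Cluster-112285.51013 lost their place below FDR 0.05 in some of the fits, with FDRs up to 0.0750, while the directions of all 4 held.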

The heat map constructed with the top 100 highly up- or down-regulated genes is shown in **Figure 1B**. GO-term enrichment analysis revealed that up-regulated transcript models were characterized by GO-term such as extracellular region (GO: 0005576) and response to virus (GO:0009615), but not by neuropeptide related precursors (**Figure 1C**). 

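None of the 88 precursor clusters and none of the 55 tested enzyme and receptor clusters was among the 188 clusters called higher. Added together, the 188 clusters had 1271 RPM on average in normal libraries and 5141 RPM in CSM libraries, and their median level was 3.39 RPM. The GO terms themselves could not be recomputed, since no annotation of the clusters was used here.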

Up-regulated genes that include 26 cell signaling associated genes are summarized in **Table S1**. Cell signaling associated genes were further classified into 12 of signal transduction-associated genes such as small GTPase, 9 of receptors such as Tyr-kinase and GPCR and two genes of ligands. The BLAST search demonstrated that this ligand has similarity to a precursor of beta-microseminoprotein (MSP). 

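The cluster listed for MSP is Cluster-112285.34421, a sequence of 1030 bases with 43.0% GC. Over both sexes its log2 fold change was 1.49 (standard error 0.45). Its adjusted p from edgeR was 0.225 over all tested clusters and 0.00901 adjusted over the list alone, the list being the precursors of Table S3. The paper found MSP among the up-regulated genes of these libraries before it was listed, so that the adjustment over the list does not account for how it was chosen.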

MSP was originally identified as a small proteinaceous pheromone, synthesized and released from the mammalian prostate gland into seminal fluid. A structurally related peptide has been found in the egg-mass of a cephalopod. In this context, MSP is a reproduction-associated peptide. To our knowledge, this is the first identification of MSP in a molluscan brain.

In contrast to the data on upregulated genes, GO-enrichment analysis on down-regulated genes revealed that GO-terms related to peptide hormones, such as neuropeptide signaling pathway (GO: 0007218), hormone activity (GO: 0005176) and peptide hormone activity (GO:0005184) are enriched, raising the possibility that expression of neuropeptide and/or peptide hormone precursors are totally down-regulated in CSM snails (**Figure 1C**). 

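The 102 clusters called lower over both sexes included 5 of the 88 precursor clusters of Table S3, or 4.90%, while precursors made up 0.0407% of the tested clusters. Among 102 clusters drawn from the tested ones, 0.0415 precursors would be expected (Fisher's exact test, two-sided, p = 8.03e-10). Fisher's test takes clusters as independent and as equally likely to be called whatever their expression level. The precursors were correlated, and the paper examined them because of the GO terms of these same libraries. The p-value is therefore not a calibrated measure of enrichment. The 5 precursors were Allatostatin-A2, MAP-5B, MIP-2, NP-F2 and VHGY, which were looked up after the test, and NP-F2 had the smallest FDR of them with 0.0328. Another 4 of the 102 encode near-identical proteins to those of MIP-2, SXFY-2, TDP-2 and Whitnin and are not counted here. Adjusted over the list alone, 59 precursors were lower and 1 was higher in CSM snails over both sexes. The precursors were also tested as a set against all other tested clusters with limma's camera at a preset correlation of 0.01. Their median log2 fold change was -1.52 in females, with a camera p-value of 2.71e-40, and -0.77 in males, with 1.76e-08. With the correlation between precursors estimated from the data, at 0.270, the p-value was 0.00514 in females and 0.154 in males. The rotation test fry gave 0.000384 and 0.0319. The call in females thus held under both, and the call in males held under fry only. Under the alternatives the male p-value of fry lay between 0.00363, with scaling by total counts alone, and 0.136, without CSM male 3, and it was also above 0.05 with the replicate block (0.0718), with the libraries of that sex only (0.0690), and without normal male 2 (0.0727), normal male 3 (0.0983) or CSM male 2 (0.0532). From the GO terms of the down-regulated genes, the paper raises the possibility that the precursors are totally down-regulated in CSM snails.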

In fact, down-regulated genes included those showing high similarity with precursors for several molluscan neuropeptides such as FMRFamide, myomodulin and feeding-circuit activating peptide (FCAP). 

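The precursor of FLRFamide and FMRFamide, Cluster-112285.200507, had a log2 fold change of -1.16 over both sexes (standard error 0.27), and that of myomodulin, Cluster-112285.74499, one of -1.12 (standard error 0.25). Adjusted over the list alone their p-values from edgeR were 0.00219 and 0.00157, and over all tested clusters they were 0.117 and 0.0939. Table S3 has no entry under the name of FCAP.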

Other down-regulated genes are summarized in **Table S2**.

### 3.3 Identification of neuropeptide precursor in *R. clavigera*

Based on the GO data, we decided to examine the possible concomitant down-regulation of neuropeptides. Therefore, we aimed to construct a more comprehensive catalog of mature neuropeptides in *Reishia* ganglia as important biomarkers for the further assessment of disaster effects. For better identification of neuropeptide precursors from the reference transcript models of *R. clavigera*, we manually searched the translated sequences of the reference models using amino acid sequences of neuropeptide precursors identified in the transcriptome analysis of the giant triton snail, *Charonia tritonis* (28) as queries, and finally increased the coverage up to 88 neuropeptide-encoding genes.

These 88 genes include all the neuropeptide precursors highly homologous to those in *C. tritonis*, except for those of Bursicon-α and -β, from the transcript models of *R. clavigera* with *p*-values mostly less than 1x E^-10^ (**Table S3**). 

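All 88 clusters listed in Table S3 were present in the deposited counts. The protein sequences of Figure S4 were searched against the deposited cluster sequences with TBLASTN. For 68 of the 74 proteins that could be read, the listed cluster reached at least 80% of the best score, and for 60 it had the best score. The cluster listed for Insulin-2 matched the Insulin-1B protein at 96.5% identity and the Insulin-2 protein at 33.8%, so that values given under the name Insulin-2 are those of the listed cluster. For 32 precursors the deposited sequences held 1 or more further clusters that encode a protein at least 95% identical over at least 50% of its length, 40 clusters in all. For 13 precursors these further clusters held more than 50% of the RPM. The values given for a precursor are those of its listed cluster alone.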

Several genes encode neuropeptide precursors showing high similarity with those found in other gastropods, *Aplysia* and *Lymnaea*, such as *Achatina* cardioexcitatory peptide (ACEP), Clionin and Sensorin. In an abalone, *Haliotis discus hannai*, Kim et al. identified eight novel neuropeptide precursors, maturation associated peptide (MAP) 1-8, which were up- and down-regulated in association with sexual maturation (17). Our analysis identified six MAPs in *R. clavigera*, among which MAP-4 and -7 were not included. Moreover, BLAST search using some neuropeptide precursors of insects and crustaceans identified the precursors for leucokinin and neuroparsin. In cases in which the homology search using a single peptide precursor as the query retrieved two similar but different precursors from the transcript models, such precursors were independently named using numbering or letters of the alphabet, resulting in names such as Elevenin-1 and Elevenin-2, or MAP-1A and MAP-1B. We identified neuropeptide-F precursor as well, which had not been identified in another caenogastropod, *Charonia tritonis*. Moreover, as mentioned above, we identified a precursor encoding microseminoprotein (MSP)-like peptide by BLAST search on GenBank. Identified precursors included several reproduction-associated peptides, such as FMRFamide/FLRFamide, PentaFVamide, Egg-laying hormone (ELH), APGWamide-1/-2, Achatin-1 and Myomodulin (**Figure S4**).

### 3.4 Identification of mature peptides encoded on the precursor

We next examined if the peptides on the respective precursors are processed to become mature peptides through post-translational modification. By predicting processing sites on the precursor using NeuroPred, and considering the fact that the Gly residue just on the N-terminal side of the predicted processing site offers a C-terminal amide, we predicted 327 mature peptides with or without C-terminal amidation from 88 of the precursors (**Figure S4**). Then, we attempted to identify these predicted peptides in *Reishia* ganglia by mass spectrometry. For the *de novo* identification of the peptides, Peaks X was used to predict several modifications of peptides, such as pyro-glutamination on N-terminal Gln or Glu residue, disulfide bond between a pair of Cys-residues, as well as the oxidation of Met residues.

Our peptide sequencing identified 147 predicted mature peptides (45.0%) from 44 precursors (**Table S4**). Several precursors, such as ACEP, Adipokinetic hormone (AKH), Cholecystokinin (CCK)-2, Clionin-1/-2, Elevenin-1/-2, MAP-8, Tetradecapeptide (TDP)-1/-2, *Thais* excitatory peptide (TEP)-1/-2 (note that names of some previously identified peptides include *Thais*, the former name of the genus *Reishia*, and have been still conventionally used as formal ones) and Whitnin, have a single predicted mature peptide (**Figure S4**). Our sequencing identified mature peptides encoded by the precursors of ACEP, AKH, MAP-8, TDP-1/-2 and Whitnin (**Table S4**). Other precursors were predicted to contain multiple copies of the same or structurally related peptides in tandem (**Figure S4**). We identified all or most of the predicted mature peptides encoded by the precursors of Allatostatin-A1/-A2, Buccalin, FLRFamide/FMRFamide, FMRG, FRFamide, FRYamide, FVRIa-1/-2, FXXFamide, GDPFLRFamide, Helicostatin-related peptide (RP), *Helix* command-specific (HCS) 2, Myomodulin, Pedal peptide, PentaFVamide, Small cardioactive peptide (SCP)-1, Tachykinin-1/-2, *Thais* Enterin related peptide (TERP)-1/-2 and WWamide (**Table S4**). However, only one or a few mature peptides were identified in the precursors of SGLVamide, Cerebrin, Crustacean cardioactive peptide (CCAP), GnRH-RP, leucokinin, MAP-5A, MAP-6B, *Mytilus* inhibitory peptide (MIP)-1, Orcokinin-RP, Pleurin, Sensorin-A1/-A2, and VHGY (**Table S4**). Moreover, fragment peptides derived from the precursors of APGWa-2, ELH, Fulicin, GGKVamide, Prohormone-4B and SPamide were also identified by *de novo* sequencing (**Table S5**). Therefore, these precursors were translated and subjected to the post-translational modification in *Reishia* ganglia.

### 3.5 Expression levels of neuropeptide precursors in normal ganglia

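The 88 precursor clusters together had 41067 ± 4415 RPM in normal females (SD, n = 4) and 40180 ± 1116 RPM in normal males (SD, n = 3), between 3.48% and 4.42% of all counts of a normal library. The sums of the sexes did not differ beyond their spread (exact permutation test, two-sided, p = 0.886). Per precursor, the median of the mean RPM was 169 in normal females and 176 in normal males.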

Since precursors for neuropeptides were identified in *Reishia* CNS, we next examined the expression levels of identified precursors by comparison with RPM (reads per million-reads) of respective precursors in normal snails. The most abundantly expressed neuropeptide was ACEP (29) in both the normal male and normal female (**Figure 2**). Average RPM was ca. 3,500 for female (n = 4) and ca. 5,800 for male (n = 3), respectively. 

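The listed cluster of ACEP, Cluster-112285.199728, had 3539 ± 2071 RPM in normal females (SD, n = 4) and 5755 ± 493 RPM in normal males (SD, n = 3). It was the highest of the 88 precursors in 3 of the 4 normal females and in all 3 normal males. In normal female 1 it was at 869 RPM, and without this library the female mean was 4429 RPM. ACEP made up 8.62% of the precursor RPM in normal females and 14.3% in normal males. The next highest precursor in both sexes was Clionin-2, with 2348 ± 507 RPM in females (SD, n = 4) and 2472 ± 209 RPM in males (SD, n = 3). With TMM scaling the ACEP means were 3894 and 6210 RPM. The log2 fold change between normal males and females was 0.67 (standard error 0.55, edgeR, adjusted p = 0.840 over the list alone), which is within the spread between libraries.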

ACEP is a potent cardio-excitatory neuropeptide that was originally identified in a giant African snail, *Achatina fulica* (30). ACEP identified from mollusks share the identical WRPQGRF-NH_2_ in C-terminus. Although ACEP precursors have been identified from several animal phyla (31), information on their physiological functions, except for cardiac regulation (30), are largely unknown. By contrast, RPM for several neuropeptide precursors, such as MAP-1A/B, MSP, GnRH, and neuropeptides differ markedly, with up to a few thousand-fold differences.

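MAP-1A had 1.89 ± 0.751 RPM in normal females (SD, n = 4) and 1.91 ± 1.48 in normal males (SD, n = 3), and MAP-1B had 9.20 ± 3.97 (SD, n = 4) and 8.98 ± 2.95 (SD, n = 3). GnRH had 3.63 ± 1.72 (SD, n = 4) and 3.96 ± 1.32 (SD, n = 3). The lowest precursor in both sexes was ProH4A, with 1.23 RPM in normal females and 0.978 RPM in normal males, and the highest mean was 2886 times the lowest in females and 5885 times in males. In normal females 15 precursors were above 1000 RPM and 7 were below 10 RPM. In normal males these numbers were 14 and 9.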

**Figure 2:**
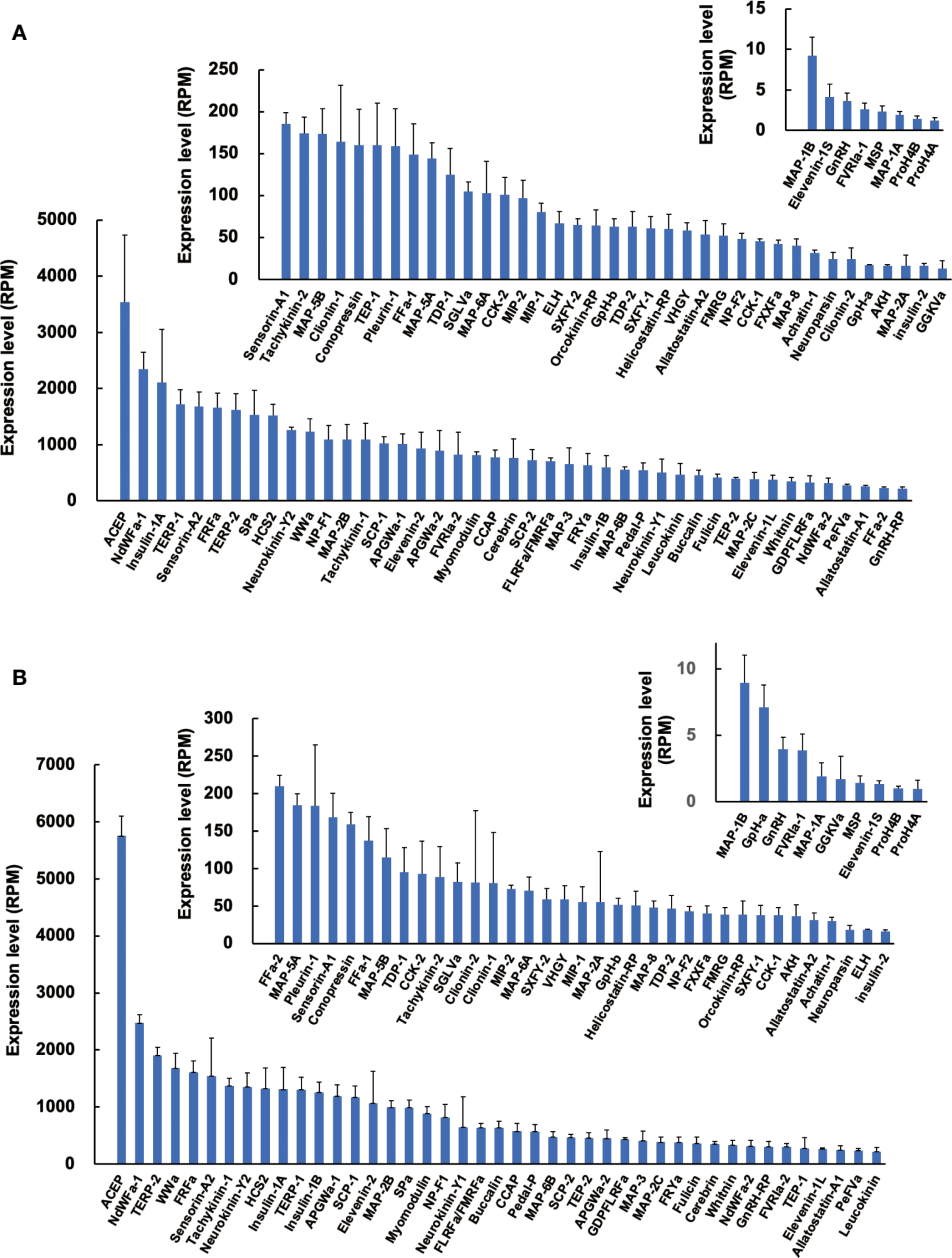
Expression levels of neuropeptide precursors in CNS of normal snail. Expression levels of neuropeptide precursors in female **(A)** and male **(B)** were expressed in RPM determined by RNA-seq analysis. Each column and vertical bar represent mean ± S.E., respectively (N = 4 for female, N = 3 for male). For the abbreviated names of neuropeptides, refer to **Table S3**.

Comparison of expression levels between males and females demonstrated that expression of MAP-2A is 4-fold higher in males, while that of ELH is 4-fold higher in females. However, sexual differences for other neuropeptide precursors were mostly less than 2-fold. Thus, sexual difference in neuropeptide precursor expression does not seem evident in normal snails.

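MAP-2A had 16.2 ± 21.6 RPM in normal females (SD, n = 4) and 55.7 ± 94.7 RPM in normal males (SD, n = 3), 3.44 times as much in males on average but with a spread as large as the means. Its log2 fold change was 1.86 (standard error 1.91, edgeR, adjusted p = 0.840 over the list alone). Without normal male 3 the male mean was 0.0601 times the female one, so the ratio rests on that library. ELH had 67.0 ± 23.4 RPM in normal females (SD, n = 4) and 18.0 ± 1.62 RPM in normal males (SD, n = 3), 3.72 times as much in females. Its log2 fold change, males against females, was -1.87 (standard error 0.42, edgeR, adjusted p = 0.0473 over the list alone and 0.357 over all tested clusters).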

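Mean RPM was less than 2-fold apart between normal males and normal females for 78 of the 88 precursors. The 10 others were AKH and MAP-2A, higher in males, and Cerebrin, Clionin-1, ELH, Elevenin-1S, GGKVa, GpH-α, Leucokinin and NdWFa-1, higher in females. They are named here for their values, and GpH-α and NdWFa-1 fall outside the list of named genes. With each normal library left out in turn, only ELH, Elevenin-1S and GGKVa stayed at least 2-fold apart in the same direction in every case.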

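ELH was the only precursor that differed between normal males and normal females with edgeR adjusted over the list alone, and none differed when adjusted over all tested clusters. At an unadjusted p under 0.05 there were 6. ELH lost its place under the alternatives that scaled by total counts or by DESeq2's size factors, and with the filter at 1 CPM in 3 libraries. The library group divides the libraries by their complete-linkage tree. Its smaller part is normal female 4, normal males 2 and 3 and CSM male 1. ELH also lost its place with the replicate block, with the library group as a covariate and with GC and length trends removed. The same held in most fits with 1 library left out. Sex coincides with the sequencing run in these libraries. From the small differences of the other precursors, the paper states that a sexual difference does not seem evident in normal snails.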

### 3.6 Difference in expression of neuropeptide precursors between normal and CSM snails

We next examined the difference in expression levels of respective neuropeptide precursors in *Reishia* CNS between the normal and CSM snails. 

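Of the 88 precursors, 86 had a negative log2 fold change in CSM females and 76 in CSM males. The median ratio of mean RPM between CSM and normal snails was 0.425 in females and 0.569 in males. In 53 precursors every CSM female was below every normal female, where chance gives 2.86% of precursors, and in 36 precursors every CSM male was below every normal male, where chance gives 5.0%. No precursor had every CSM female above every normal female, and 2 had every CSM male above every normal male. The precursors are not independent of each other.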

In agreement with the GO-enrichment analysis, the heatmap for the neuropeptide precursors demonstrated that many neuropeptide precursors were down-regulated in the ganglion of the CSM snail (**Figure 3**). **Figure 4** shows averaged RPM for neuropeptide precursors that are significantly down-regulated in CSM snails (*p* < 0.05).

**Figure 3:**
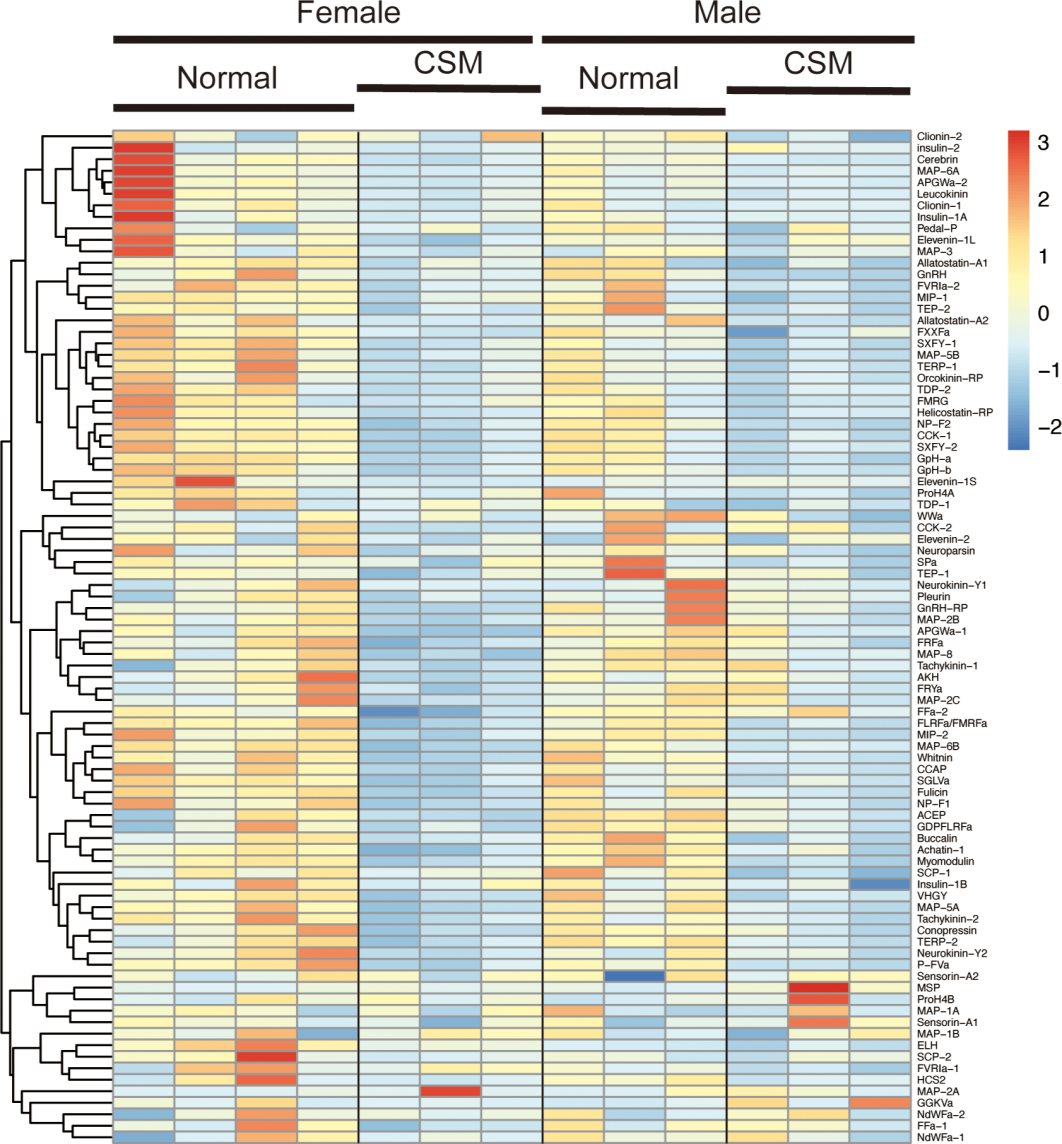
Hierarchically clustered heatmap showing the expression of neuropeptide precursor in the ganglia of the normal and CSM snails. Heatmap representation of differences in expression levels of neuropeptide precursors between the normal and CSM snails was made by calculating the Z-score. Note that over all expression levels of neuropeptide precursors in CSM snails were lower than those in normal snail.

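The sum over the 88 precursors was 22726 ± 3126 RPM in CSM females (SD, n = 3), 0.553 times that in normal females, and every CSM female was below every normal female (exact permutation test, two-sided, p = 0.0286, the smallest p that 3 libraries against 4 allow). In CSM males it was 25802 ± 3900 RPM (SD, n = 3), 0.642 times that in normal males. Every CSM male was below every normal male (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).

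**Figure D1:**
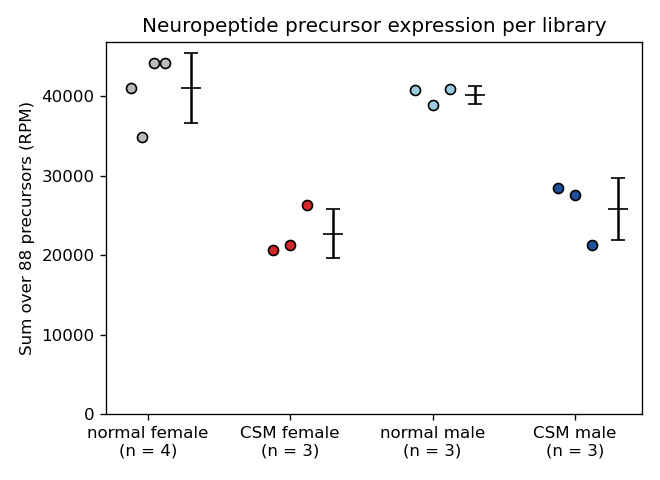
Sum of the RPM of the 88 precursor clusters in each library, in normal and CSM females and males. Points are libraries, the bars beside them are the mean and its SD, and all CSM libraries lie at or below 28507 RPM while all normal libraries lie at or above 34847 RPM.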

**Figure 4:**
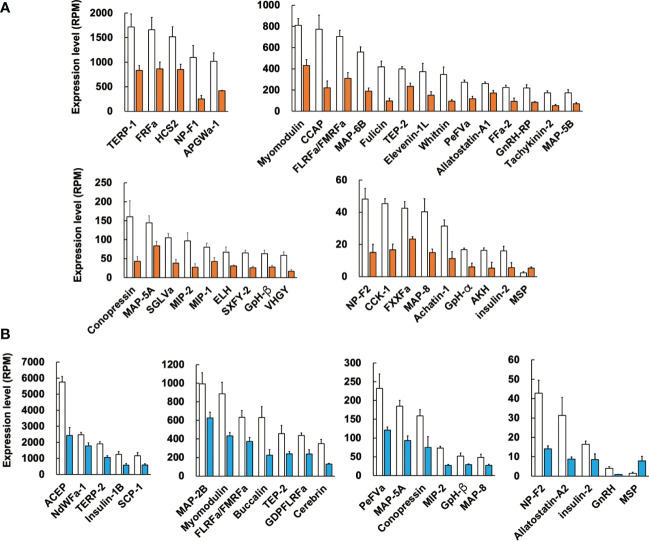
Difference in expression levels of neuropeptide precursors between the normal and CSM snails. RPM of identified neuropeptide precursors in female **(A)** and male **(B)** were compared between the normal and CSM snails, and precursors with statistically significant change (*p* < 0.05 by student’s *t*-test) are indicated. Note that expression of MSP precursor was up-regulated, while other precursors are down-regulated. For the abbreviated names of neuropeptides, refer to **Table S3**. Each column and vertical bar represent mean RPM ± S.E. (n = 3), respectively. Open columns: normal snail, colored columns: CSM snail.

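In the edgeR fit, MSP and MAP-2A were the only precursors with a positive log2 fold change in CSM females. In CSM males 12 precursors had a positive one, and MSP, GGKVa and NdWFa-1 were higher at an unadjusted p under 0.05, none of them when adjusted over the list alone. GGKVa and NdWFa-1 were picked out by this test. NdWFa-1 had 301 ± 73.9 RPM in normal males (SD, n = 3) and 790 ± 411 RPM in CSM males (SD, n = 3). GGKVa had 1.70 ± 2.45 (SD, n = 3) and 29.1 ± 24.5 (SD, n = 3), with overlapping libraries.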

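With edgeR's quasi-likelihood test, 63 of the 88 precursors were lower and 0 were higher in CSM females adjusted over the list alone. Adjusted over all tested clusters there were 0 in either direction, and 64 were lower at an unadjusted p under 0.05. The list was made by sequence similarity, apart from MSP, which the paper first found among the up-regulated genes. The smallest p adjusted over the list alone was 0.00156, and the log2 fold changes of the 63 lay between -3.07 and -0.88. The alternative with the smallest count other than the adjustment over all clusters was the t-test of the paper's Figure 4 on RPM, unadjusted, which gave 38 lower precursors. DESeq2 gave 63. With each library left out in turn the number lay between 44, without CSM female 1, and 66, without normal female 1. Of the 63, 43 were called in every one of these fits.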

In female CSM snails, as many as 37 neuropeptide precursors were significantly down-regulated. 

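Fulicin, Cluster-112285.87930, fell from 419 ± 94.7 RPM in normal females (SD, n = 4) to 96.7 ± 38.6 in CSM females (SD, n = 3). Its log2 fold change was -2.41 (standard error 0.49, edgeR, adjusted p = 0.00156 over the list alone). NP-F2, Cluster-112285.90019, fell from 48.1 ± 11.6 RPM (SD, n = 4) to 15.0 ± 7.28 (SD, n = 3), with a log2 fold change of -1.93 (standard error 0.39, edgeR, adjusted p = 0.00156 over the list alone). For both, every CSM female was below every normal female. The ratio of mean RPM was 0.231 for Fulicin and 0.311 for NP-F2. The lowest ratios of all 88 precursors were 0.137 for Clionin-1, 0.171 for Cerebrin, 0.177 for Elevenin-1S and 0.198 for APGWa-2, which were picked out by this ranking. None of these 4 is among the 38 precursors that are lower by the test of the paper's Figure 4 on RPM, and among those Fulicin had the lowest ratio and NP-F1 the next, also 0.231. The ranking rests in part on normal female 1. Without this library the ratios were 0.206 for Clionin-1, 0.272 for Cerebrin, 0.188 for Elevenin-1S and 0.300 for APGWa-2, against 0.248 for Fulicin.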

The highest fold-change of PRM was found for precursors for Fulicin-1 and Neuropeptide-F2, which were less than 1/4 the levels in normal snails (**Figure 4A**). 

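The mean RPM in CSM females was more than 2-fold below that in normal females for 57 of the 88 precursors and more than 4-fold below it for 8. It was above that in normal females for 5.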

Other neuropeptide precursors are down-regulated to less than half of the normal snail. In male CSM snails, 22 neuropeptide precursors were significantly down-regulated. 

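In CSM males edgeR called 0 of the 88 precursors in either direction adjusted over the list alone, and 0 adjusted over all tested clusters, while 32 were lower and 3 were higher at an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.0535. The counts moved with the processing. Adjusted over the list alone, the lower precursors numbered 13 with scaling by total counts alone, 15 with DESeq2 and 22 with the t-test of the paper's Figure 4 on RPM, which was not adjusted. With each library left out in turn they numbered 0 to 4, the 4 without normal female 4.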

The highest fold-change of RPM was found for the precursor of GnRH, whose level was less than 1/4 the level in normal males (**Figure 4B**). 

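GnRH, Cluster-112285.212703, had 0.841 ± 0.0712 RPM in CSM males (SD, n = 3), 0.212 times its level in normal males. Its log2 fold change of -2.14 in males (standard error 0.49) had an edgeR p of 0.0535 adjusted over the list alone. Other scalings, other filters and DESeq2 brought it below the threshold, with p-values down to 0.00181, and the block for the replicate number left it above, at 0.0898. With each library left out in turn the p-value lay between 0.0340 and 0.193. In CSM females it fell to 1.76 ± 0.412 RPM (SD, n = 3), with a log2 fold change of -1.32 (standard error 0.45, edgeR, adjusted p = 0.0201 over the list alone).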

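The mean RPM in CSM males was more than 2-fold below that in normal males for 24 of the 88 precursors and more than 4-fold below it for 2, GnRH and ProH4A. ProH4A was picked out by this ranking. It was below 1 RPM in both groups of males, at 0.978 ± 0.937 (SD, n = 3) and 0.213 ± 0.179 (SD, n = 3). For 12 precursors the mean was above that in normal males.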

Eight other kinds of neuropeptide precursors were down-regulated to less than half the level in normal snails. Thus, down-regulation of neuropeptide precursors was more evident in female than in male snails. Nevertheless, down-regulation of precursors for Conopressin, FLRFamide/FMRFamide, Glycoprotein-β, Insulin-like peptide 2, Myomodulin, MAP-5A, MAP-8, MIP-2, Neuropeptide-F2, PentaFVamide and TEP-2 was seen in both male and female snails. 

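The difference between the sexes was tested directly. The log2 fold change was lower in females than in males for 78 of the 88 precursors, with a median difference of -0.74 and a p-value of 4.21e-07 from camera with the preset correlation. With the correlation estimated from the data the p-value was 0.196, and with fry it was 0.0999, so that neither of these holds the call in this fit. Under the alternatives the p-value of fry lay between 0.0264, without CSM male 3, and 0.274, without CSM male 1, and it was also below 0.05 with the library group as a covariate, at 0.0485. No single precursor differed between the sexes adjusted over the list alone (edgeR, smallest adjusted p = 0.175), and 13 did at an unadjusted p under 0.05. With each library left out in turn the median difference lay between -0.94, without CSM male 3, and -0.41, without CSM male 1. From the numbers of down-regulated precursors, the paper concludes that the fall is more evident in females.

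**Figure D2:**
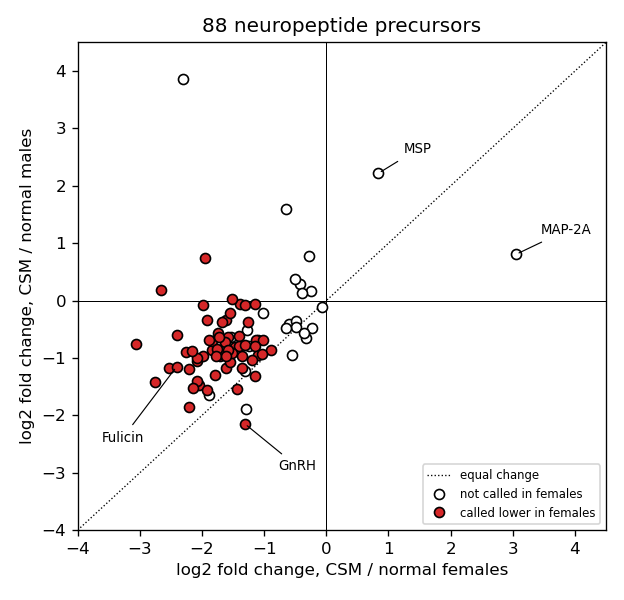
Log2 fold changes between CSM and normal snails of the 88 precursors, in females on the horizontal axis and in males on the vertical axis. Red points are the 63 precursors called lower in females adjusted over the list alone, open points are the others, and points above the dotted line fell more, or rose less, in females.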

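All 11 of these precursors were lower in CSM females with edgeR adjusted over the list alone, with log2 fold changes from -2.25 to -1.03 and p-values from 0.00156 to 0.0231. In CSM males their log2 fold changes lay between -1.56 and -0.79, and none passed the threshold, with p-values from 0.0610 to 0.320. Over both sexes all 11 were lower adjusted over the list alone, with log2 fold changes from -1.77 to -0.98, and 2 of them, MIP-2 and NP-F2, also adjusted over all tested clusters. In 9 of the 11 every CSM library was below every normal library of its sex, which held for 24 of all 88 precursors. Conopressin fell from 160 ± 74.1 RPM (SD, n = 4) to 43.0 ± 17.0 in females (SD, n = 3) and from 159 ± 23.1 (SD, n = 3) to 75.0 ± 40.4 in males (SD, n = 3). MIP-2 fell from 96.7 ± 37.6 RPM (SD, n = 4) to 27.3 ± 13.1 in females (SD, n = 3) and from 73.1 ± 6.99 (SD, n = 3) to 27.0 ± 3.60 in males (SD, n = 3). Insulin-2, MAP-5A, Myomodulin and TEP-2 were above the threshold in females in 1 or more fits without a single library, with p-values up to 0.0980.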

Amino-acid sequences of these neuropeptide precursors are shown in **Figure 5**.

**Figure 5:**
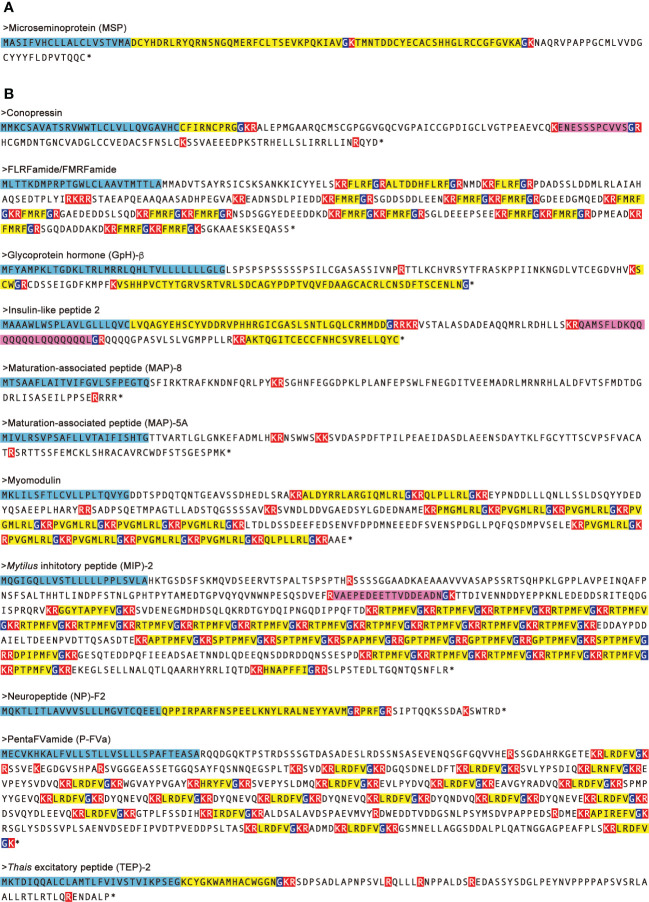
Amino-acid sequences of neuropeptide precursors which are up- and down-regulated in both male and female CSM snails. Neuropeptide precursors up- **(A)** and down- **(B)** regulated in both of male and female CSM snails were indicated. Amino-acid sequences of the precursors were predicted by translating nucleotide sequences of transcript models assembled using RNA-Seq data. N-terminal signal peptides are highlighted with light blue. Predicted processing sites and Gly residues for amide-donner are highlighted with red and dark blue, respectively. Predicted mature peptides are highlighted with yellow. Unique peptides in the precursor are highlighted with magenta. Asterisks represent that amino acid sequence was terminated by stop codon.

Again, the comparison of RPM between the normal and CSM snails revealed that the expression level of MSP was up-regulated in CSM snails. 

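MSP had 2.33 ± 1.19 RPM in normal females (SD, n = 4) and 5.29 ± 1.14 in CSM females (SD, n = 3). In males it had 1.42 ± 0.788 (SD, n = 3) and 7.85 ± 3.34 (SD, n = 3). Every CSM male was above every normal male, and the libraries of the females overlapped.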

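The log2 fold change of MSP was 0.84 in females (standard error 0.55, edgeR, adjusted p = 0.171 over the list alone) and 2.22 in males (standard error 0.62, edgeR, adjusted p = 0.0610 over the list alone). The ratio of mean RPM between CSM and normal snails was 2.27 in females (exact permutation test, two-sided, p = 0.0857) and 5.52 in males (exact permutation test, two-sided, p = 0.1, the smallest p possible). The log2 fold change in males moved most with the library group as a covariate, to 3.02, and adjusted over all tested clusters only DESeq2 called it (adjusted p = 0.0212). MSP was listed after the paper had found it among the up-regulated genes, which the adjustment over the list does not account for.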

Although its expression level is quite low in *Reishia* CNS, fold-changes of the expression level of MSP in CSM snails were 2-fold in females, and 4-fold in males.

### 3.7 A possible mechanism by which expression of neuropeptide precursors was modified in the CSM snail

Our RNA-seq analysis demonstrated that down-regulation of neuropeptide precursors is characteristic of CSM snails. To elucidate possible mechanisms that reduced the expression of neuropeptide precursors in CSM, we focused on reconstructing gene models involving nuclear receptors and epigenetic factors. Using a method similar to that we used for identifying the neuropeptide genes, we found the homologous proteins to each query with *p*-value less than 1xE^-20^ (**Table S6**). These proteins included eighteen histone methyltransferases, seven histone demethylases, thirteen histone acetylases, six histone deacetylases, three DNA methyltransferases, two DNA demethylase and eight nuclear receptors (**Table S6**). **Figure 6** shows their expression in normal and CSM snails. 

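Of the 61 entries of Table S6, 60 had their cluster in the deposited counts, and these were 57 distinct clusters. The cluster listed for KDM6 was not in the counts. GCN5, PCAF and KAT2A share a cluster, and so do SRC1 and ACTR, so that each of these is a single measurement. Of the 57 clusters 55 passed the filter, and DMT1B and DMT3 did not.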

RPMs for those proteins are mostly less than 30, suggesting that expression levels of these proteins are relatively low in the central ganglia. 

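Mean RPM was below 30 in all 4 groups for 53 of the 57 clusters. The 4 others were R-MT1A, KDM3, CBP1 and RNF213. KDM3 was the highest, with 104 ± 27.5 RPM in normal females (SD, n = 4) and 103 ± 29.4 in normal males (SD, n = 3). The median of the mean RPM was 3.49 in normal females and 4.20 in normal males.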

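The counts behind the DNA methyltransferases were few. DMT1A had 37 counts in the 4 normal females together, 21 in the CSM females, 59 in the normal males and 18 in the CSM males. For DMT1B the sums were 6, 16, 19 and 0, and for DMT3 they were 0, 16, 37 and 4. Of the enzymes for DNA demethylation, TET1 had 0.159 ± 0.0353 RPM (SD, n = 4) and TET3A 1.92 ± 1.13 RPM (SD, n = 4) in normal females.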

Especially, expression levels of enzymes for DNA methylation and demethylation are negligible. Nevertheless, in the female snail, expression levels for five histone arginine-methyltransferases, but not histone lysine-methyltransferases, two histone acetyltransferases, two DNA methyltransferases and three E3 ubiquitin-protein ligases are significantly up-regulated (*p* < 0.05). These enzymes promote chemical modification of histone and DNA. 

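With edgeR adjusted over the list alone, 0 of the 55 tested clusters were higher and 0 were lower in CSM females, and the smallest p was 0.581. At an unadjusted p under 0.05, 4 were higher, R-MT3, R-MT5, RNF213α and TRIM56, and 0 were lower. DESeq2 called 0 adjusted over the list alone. The t-test of the paper's Figure 6 on RPM, unadjusted, gave 13 higher. In 11 of the 57 clusters every CSM female was above every normal female with each count of 0 set to the limit it allows, where chance gives 2.86%, and in 0 every CSM female was below. DMT1B and DMT3, whose counts in CSM females came to 16 each, are not separated with this limit. These separations are of RPM, scaled by total counts alone. TMM factors were 1.13 to 1.19 in the CSM females and 0.766 to 1.12 in the normal females. Against TMM scaling, RPM is thus shifted up in CSM females, and the 2.86% does not allow for this shift. The log2 fold changes of the 9 histone lysine methyltransferases in females lay between -0.96 and 0.87. The paper later calls it likely that epigenetic regulation mediates the fall of the precursors in CSM. It rests this on the rise of enzymes that modify histones and DNA in the female snail and on earlier reports in oysters and scallops. It calls its own data on these enzymes rather primitive.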

Histone-deacetylase (HDAC) 8, that catalyzes deacetylation of histone, was the only example up-regulated in CSM female snail. 

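HDAC8, Cluster-92522.1, had 0.253 ± 0.160 RPM in normal females (SD, n = 4) and 0.627 ± 0.0910 in CSM females (SD, n = 3). Its log2 fold change was 1.08 (standard error 0.66, edgeR, adjusted p = 0.607 over the list alone), and every CSM female was above every normal female. In males it had 1.20 ± 0.736 RPM (SD, n = 3) and 1.21 ± 0.901 (SD, n = 3).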

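For the 6 histone demethylases in the counts, log2 fold changes lay between -0.52 and 0.15 in CSM females and between -0.39 and 0.70 in CSM males, and for the 5 other histone deacetylases between -0.47 and 0.47 in females and between -0.43 and 0.28 in males. None passed the threshold adjusted over the list alone (edgeR, smallest adjusted p = 0.926 in females and 0.999 in males for either class).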

No changes in expression levels between normal and CSM snails were found for other histone demethylases, histone deacetylases or nuclear receptors examined.

**Figure 6:**
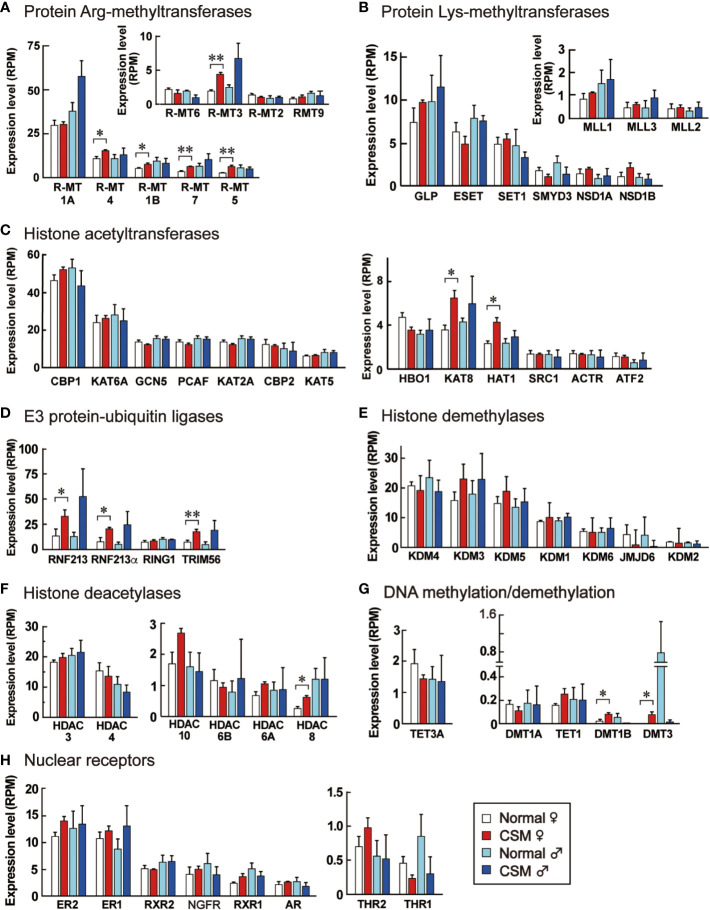
Expression levels of enzymes for epigenetic modification and nuclear receptors in the ganglia of normal and CSM snails. RPM of enzymes for epigenetic modifications and nuclear receptors expressed in Reishia ganglia are shown. They were grouped into protein Arg-methyltransferases **(A)**, protein Lys-methyltransferases **(B)**, histone acetyltransferases **(C)**, E3 protein-ubiquitin ligases **(D)**, histone demethylases **(E)**, histone deacetylases **(F)**, enzymes for DNA methylation and demethylation **(G)**, and nuclear receptors **(H)**, respectively. For the abbreviated names of enzymes, refer to **Table S6**. Each column and vertical bar represent mean RPM + S.E. (n = 3). Open columns: normal female, red columns: CSM female, light blue columns: normal male, blue columns: CSM male. Statistical significance: *: *p* < 0.05, **: *p* < 0.01 by Student’s t-test.

## 4 Discussion

### 4.1 Consecutive sexual maturation in *Reishia clavigera*

CSM is an abnormal reproductive phenomenon exhibited by a marine snail, *R. clavigera*, found in the vicinity of FDNPP in Japan. In general, animals spend much energy for gonadal maturation (32). CSM would be expected to have a negative effect on the recovery of the population of *R. clavigera*, because this marine snail would consume much energy for maintenance of the mature gonad throughout the year, despite the fact that half of the year is not suitable for survival of hatched embryos. Because CSM has recently been found in this marine snail for more than 2 years, it seems that CSM has been occurring continuously, not temporally. This suggests that the nuclear disaster might have resulted in a novel population of *R. clavigera* that has lost the seasonality of reproduction. Elucidating the molecular mechanism of CSM is an urgent task for understanding the impact of the nuclear disaster in FDNPP on the marine ecosystem, with the ultimate aim of designing of an effective approach for remediation of the marine environment.

### 4.2 Concomitant down-regulation of neuropeptide precursors in CSM snails

In this study, we attempted to overview the comprehensive changes in gene expression in CSM snails by RNA-Seq analysis. Our assembly of short-read cDNA sequences obtained by the Illumina sequencer successfully identified more than 60,000 kinds of gene models in *Reishia* ganglia. Among them, we identified as many as 88 kinds of neuropeptide precursors.

Remarkably, of the 88 neuropeptide precursors in this marine snail, 36 were down-regulated in female, while 22 precursors were down-regulated in male. Such a concomitant down-regulation of neuropeptide precursors influences the precursors of Conopressin, FLRFa/FMRFa, Glycoprotein-β, insulin-like 2, MAP-5A, MAP-8, MIP-2, Myomodulin, Neuropeptide-F2, PentaFVamide and TEP-2 in both males and females. It has been reported that myomodulin, FMRFamide and conopressin are localized in the penis nerve, and modulate the motility of the penial complex in a freshwater snail, *Lymanea stagnalis* (33, 34). Expression levels of MAP-5A and MAP-8 are up-regulated in association with reproduction of a pacific abalone, *Haliotis discus hannai* (17). Although the exact physiological functions of these peptides in *R. clavigera* remain unknown, we assume that these neuropeptides mediate reproduction also in *R. clavigera*, which was affected by the nuclear disaster, leading to CSM in *R. clavigera*.

Such a concomitant down-regulation of neuropeptides also caused a considerable impact on development of a monitoring system that might aid in recovery from the disaster. In this context, it is interesting to note that several precursors, such as ACEP in male snails, and CCAP and Fulicin in females, showed high expression levels in the normal snail, while they showed markedly decreased expression levels in the CSM snail. For example, CCAP in female snails shows expression levels of 800 RPM, and the expression decreases by 25% upon CSM. Therefore, our data enables the establishment of an easy, rapid and sensitive detection system to assess environmental pollution.

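ACEP fell to 2432 ± 689 RPM in CSM males (SD, n = 3), and every CSM male was below every normal male. Its log2 fold change was -1.18 in males (standard error 0.60, edgeR, adjusted p = 0.164 over the list alone). In CSM females it fell to 1483 ± 214 RPM (SD, n = 3), with a log2 fold change of -1.61 (standard error 0.58, edgeR, adjusted p = 0.0231 over the list alone). This call was lost without any of the CSM females and without normal female 3 or 4, with p-values up to 0.0741, with the libraries of that sex only (edgeR, adjusted p = 0.0524), and with the replicate block, where the log2 fold change was -0.91 (edgeR, adjusted p = 0.319). The difference between the sexes in the effect on ACEP was -0.43 (standard error 0.82, edgeR, adjusted p = 0.751 over the list alone).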

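CCAP, Cluster-112285.96308, had 773 ± 230 RPM in normal females (SD, n = 4) and 221 ± 91.7 RPM in CSM females (SD, n = 3), a decrease of 71.5% of the normal mean. With each female library left out in turn the decrease lay between 67.1% and 78.2%. The log2 fold change was -2.08 (standard error 0.39, edgeR, adjusted p = 0.00156 over the list alone). Every CSM female was below every normal female.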

### 4.3 How is the down-regulation of neuropeptide precursors involved in the CSM of *R. clavigera*?

Assuming that down-regulated neuropeptides mediate reproduction in this marine snail, how are they involved in CSM? We have previously reported that TEP-2 augments the motility of the penial complex in *R. clavigera* (35). However, to our knowledge, TEP-2 is the only peptide that has been tested to reveal its physiological function in *R. clavigera*. Therefore, the expression patterns of neuropeptides identified in this study provide a key for estimating the roles of the respective neuropeptides. Réalis-Doyelle et al. (16) conducted transcriptome analysis on Pacific oyster at different gonadal maturation stages, and identified four representative patterns of changes in expression of neuropeptide precursors. Interestingly, several peptides, including MIP, prothoracicotropic hormone and RXIamide are up-regulated in the early phase of gonadal maturation, and then down-regulated in the later phase. These peptides are assumed to be involved in the regulation of proliferation of the germ-cell line and/or of the energy metabolism for reproduction (16). By analogy to this fact, it is interesting to assume that CSM snails do not need to make a gonadal system to be mature, and therefore, the related neuropeptides are totally down-regulated, as we clearly observed in the RNA-seq data.

Among the neuropeptides down-regulated upon CSM, some seem to function in the inhibition of gonadal maturation, such as GnIH, which has been found in birds (36), C-type natriuretic peptide, found in mammalian follicle granulosa cells (37), and proteinous reproduction-inhibitory factors found in a freshwater snail, *Lymnaea stagnalis* (38), and a scallop, *Patinopecten yessoensis* (39). Such maturation-inhibitory peptides should increase in seasons that are not suitable for reproduction, such as winter. Testing whether the administration of these peptides can rescue *R. clavigera* from CSM is our next challenge toward elucidating the molecular mechanism of CSM.

### 4.4 How is concomitant down-regulation of neuropeptides achieved in CSM snails?

We do not yet know the mechanism of totally down-regulating neuropeptides in CSM snails. To our knowledge, this is the first report of animals that show concomitant down-regulation of neuropeptides. There should be *trans*-acting factors that bind to *cis*-regulatory regions frequently found in neuropeptide genes (40). It is known that cAMP-responsive elements are prevalent in neuropeptide precursor genes and are thought to function in the up-regulation of these genes in many species. However, we could not find down-regulated factors that can bind to cAMP-responsive elements (**Figure 6**). In the case of pollution driven by organotin compounds, RXR, a retinoid X receptor, has frequently been observed to be up-regulated in several tissues, including the CNS (41). However, we could not find down-regulation of nuclear receptor genes, including RXR (**Figure 6**).

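RXR1 had 2.47 ± 0.237 RPM in normal females (SD, n = 4) and 3.65 ± 1.00 in CSM females (SD, n = 3), and RXR2 had 5.15 ± 1.37 (SD, n = 4) and 5.01 ± 0.169 (SD, n = 3). The log2 fold changes in females were 0.31 for RXR1 (standard error 0.39) and -0.29 for RXR2 (standard error 0.36). In males they were -0.38 (standard error 0.42) and 0.03 (standard error 0.38), and that of RXR2 in males changed its sign under some alternatives. For RXR1 every CSM female was above every normal female in RPM, which is scaled by total counts alone and shifted up in CSM females against TMM scaling. Over all 8 nuclear receptors log2 fold changes lay between -1.19 and 0.31 in females and between -1.44 and 0.49 in males, and none passed the threshold adjusted over the list alone (edgeR, smallest adjusted p = 0.641 in females and 0.999 in males).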

Our transcriptome analysis also provided a clue about the mechanism that modified the gene expression of precursors for neuropeptides. It revealed that several enzymes mediating the modification of histone and DNA are up-regulated in *R. clavigera*, while several nuclear receptors were unchanged. 

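Of the protein arginine methyltransferases, R-MT3 rose from 1.89 ± 0.458 RPM (SD, n = 4) to 4.38 ± 0.462 in females (SD, n = 3) and from 2.43 ± 0.735 (SD, n = 3) to 6.73 ± 2.89 in males (SD, n = 3), and in both sexes every CSM library was above every normal one. Over both sexes its log2 fold change was 1.12 (standard error 0.29, edgeR, adjusted p = 0.0345 over the list alone). R-MT5 rose from 2.53 ± 0.754 RPM (SD, n = 4) to 6.38 ± 1.35 in females (SD, n = 3), with a log2 fold change of 1.08 (standard error 0.41, edgeR, adjusted p = 0.581 over the list alone). In females the log2 fold changes of R-MT1B, R-MT4 and R-MT7 were 0.24, 0.26 and 0.46, with standard errors of 0.36, 0.35 and 0.41.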

Of the eighteen histone methyltransferases examined, protein arginine-N-methyltransferase 1B, 3, 4, 5 and 7 were up-regulated in CSM snails. 

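HAT1 had 2.27 ± 0.535 RPM in normal females (SD, n = 4) and 4.18 ± 0.847 in CSM females (SD, n = 3), with a log2 fold change of 0.65 (standard error 0.35). KAT8 had 3.49 ± 0.916 (SD, n = 4) and 6.32 ± 1.39 (SD, n = 3), with a log2 fold change of 0.63 (standard error 0.36). For both, every CSM female was above every normal female, and the edgeR p adjusted over the list alone was 0.581.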

Two histone acetyl transferases, KAT8 and HAT1, are also up-regulated. Although their basal levels of gene expression were extremely low, DNA methyltransferase 1B and 3 were also up-regulated in CSM snails. Moreover, there is a possibility that ubiquitination of histone is promoted, because three E3 ubiquitin ligases are up-regulated in CSM snails. 

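DMT1B had 3, 0, 3 and 0 counts in the normal females and 5, 4 and 7 in the CSM females. DMT3 had no count in the normal females and 2, 8 and 6 in the CSM females. In the normal males DMT3 had 17, 14 and 6 counts, the 17 in the library with the fewest counts, and in the CSM males 4, 0 and 0. Neither cluster passed the filter. Without a filter, the edgeR p adjusted over the list alone was 0.950 for DMT1B and 0.433 for DMT3 in females.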

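RNF213, RNF213α and TRIM56 were higher in CSM snails over both sexes, with log2 fold changes of 1.47 (standard error 0.41), 1.61 (standard error 0.42) and 1.39 (standard error 0.37). They and R-MT3 were the only enzymes and receptors called over both sexes adjusted over the list alone, all with an edgeR p of 0.0345, and none was called over all tested clusters. With the block for the replicate number, or with the library group as a covariate, only 1 of the 55 clusters was called. With 1 library left out none was called in 9 of the 13 fits. The mean of RNF213 was 13.4 ± 9.92 RPM in normal females (SD, n = 4), 33.1 ± 8.99 in CSM females (SD, n = 3), 13.0 ± 6.00 in normal males (SD, n = 3) and 52.8 ± 40.9 in CSM males (SD, n = 3).

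**Figure D3:**
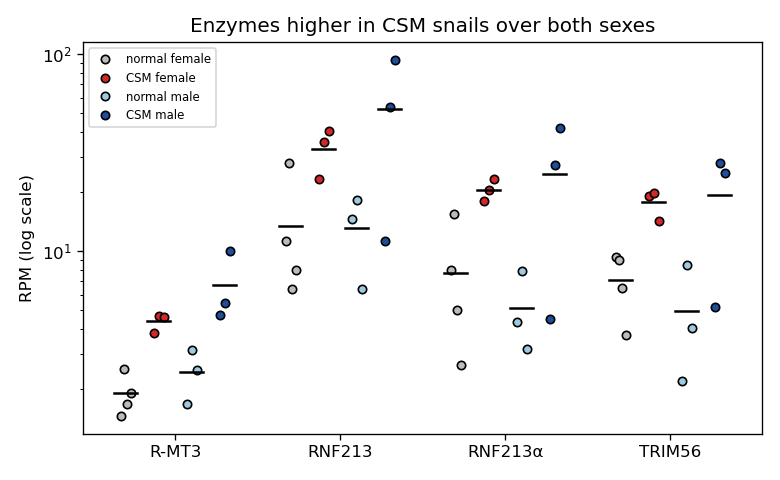
RPM on a log scale of R-MT3, RNF213, RNF213α and TRIM56 in each library. Points are libraries colored by sex and status and bars are group means, such as 13.4 RPM for RNF213 in normal females and 33.1 RPM in CSM females.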

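In CSM males the log2 fold changes were 1.32 for R-MT3, 1.87 for RNF213, 2.03 for RNF213α and 1.70 for TRIM56 (standard errors 0.43, 0.60, 0.62 and 0.55), larger than in females for all 4. In R-MT3 every CSM male was above every normal male, while for RNF213, RNF213α and TRIM56 CSM male 1, at 11.2, 4.53 and 5.17 RPM, was within the range of the normal males, so that these rises rest on CSM males 2 and 3. Their edgeR p in males was 0.110 adjusted over the list alone, and DESeq2 called the 4 of them in males. The paper names 13 enzymes as higher in CSM females, and 11 of these passed the filter. Of the 11, 10 had a positive log2 fold change in males and 5 had a larger one in males than in females. The difference between the sexes was within the spread for each of them (edgeR, adjusted p = 0.998 over the list alone), and the smallest unadjusted p-value was 0.130. No enzyme or receptor was called in males with edgeR, and 4 were higher at an unadjusted p under 0.05.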

Interestingly, those up-regulations were evident in females, but not in males, which is consistent with the fact that down-regulation of neuropeptide precursors, a symptom of CSM, is more evident in females (15). These results suggest that chemical modification of DNA and histone is promoted in female CSM snails, although the histone deacetylase 8 was up-regulated in CSM snails.

Chemical modifications of DNA and histone, such as methylation and acetylation, are central to epigenesis, which enables persistent modifications of gene expression (42). Accumulating evidence has demonstrated that environmental factors such as temperature and metabolic status modify epigenetic status, which affects inheritance of traits (43). Because models of genes encoding those epigenetics-related enzymes were determined solely by the similarity to the amino acid sequences of the query, but not by any functional examination, our data is rather primitive. Nevertheless, the facts that 1) epigenetic modification of gene expression occurs during the early development of oyster embryos (44), 2) DNA methylation is crucial for gametogenesis in scallops (45) and sex determination in oysters (46), reinforce the hypothesis that epigenetics is one of the important mechanisms that regulates gene expression in mollusks. Therefore, it is likely that epigenetic regulation of gene expression mediates down-regulation of neuropeptide precursor genes in *R. clavigera*, in CSM.

### 4.5 Up-regulation of a single neuropeptide precursor in CSM snails

Other possible mechanisms for the induction of CSM include continuous up-regulation of maturation-promoting neuropeptide(s) in *R. clavigera*. In fact, we found that a precursor of MSP was up-regulated in CSM snails. MSP is a protein pheromone that is synthesized in the prostate gland and secreted into seminal fluid in mammals (47). In mollusks, MSP is synthesized in the nidamental gland of female cephalopods, and is secreted to the egg-mass as one of the gelatinous components (48). It was reported that MSP in the egg-mass induces aggressive behaviors toward a conspicuous male squid when he touches the egg-mass. In this context, MSP can be regarded as a reproduction-associated neuropeptide. To our knowledge, this is the first finding that MSP is expressed in the CNS of mollusks. However, it is unlikely that MSP is a major neuropeptide in the *Reishia* CNS, because the expression level of MSP is one of the lowest five in the CNS of *R. clavigera*. Nevertheless, the possibility remains that the locally secreted MSP at the synaptic cleft activates nearby neurons or endocrine cells, triggering sexual maturation of *R. clavigera*, as is the case for peptidergic command neuron, which triggers a series of stereo-typical behaviors for feeding in *Aplysia* CNS (49).

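By mean RPM, MSP held rank 4 from the lowest of the 88 precursors in normal females and in normal males.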

### 4.6 Relevance of the nuclear disaster to the development of CSM in marine snails

Because CSM is found in a site-specific fashion (in the area between 1 to 3 km south of FDNPP) and was never reported before 2017, a relationship between the nuclear disaster and CSM is highly likely. Our data clearly indicate the disturbance of gene-expression of regulatory neuropeptides in CSM snails. In line with the idea that neuropeptides play crucial roles in the regulation of reproduction in a wide variety of animal species, it is likely that malfunctioning of the regulatory neuropeptide system promotes the gonadal maturation throughout the year. The CSM in *R. clavigera* demonstrates that the nuclear disaster still has negative effects on the ecosystem in the intertidal zone, even after more than a decade has passed.

However, the environmental factor(s) that induced CSM is currently unknown. As mentioned above, CSM was induced in a new population that migrated in from an outside area, after the contamination by radioactive substances had decreased. Therefore, it is unlikely that gene-mutation by exposure to high levels of radioactive substances induced the CSM. Leakage of heavy metals from cement is assumed to be more sustainable than contamination by radioactive substances. Although toxicities of heavy metals such as copper and cadmium in gastropod mollusks have repeatedly been reported (7), these substances have negative effects on reproduction, including on gonadal maturation. Considering the fact that organotin compounds induced imposex on this marine snail through the activation of a nuclear receptor, retinoid X receptor, another possibility is that yet-identified chemicals derived from the nuclear disaster mediate the induction of CSM. Regarding this possibility, expression panels of neuropeptides in this study would enable us to construct bioassay systems to identify chemical(s) responsible for the environmental disturbance that has occurred around FDNPP.

## 5 Concluding remarks

Comprehensive expression panels of snail neuropeptide precursors made in this study will be useful for application to environmental assessment as well as to studies of marine reproductive biology. We found that gene expression of a wide range of neuropeptide precursors, such as conopressin and myomodulin, is modified in CSM snails. These precursors clearly constitute molecular markers for CSM. By monitoring the changes in expression of these neuropeptide precursors, CSM in *R. clavigera* can be rapidly predicted even before morphological changes in the gonad are clearly evident. Targeting malfunctional features of the regulatory neuropeptide system would make it possible to develop a rapid system for environmental assessment and further elucidate a mechanism of sexual adaptation of a marine species to ecological alterations.

This report has opened a door for elucidating the molecular mechanism for CSM. For achieving that goal, our comprehensive identification of 88 relevant neuropeptides would provide a molecular toolkit of bioactive materials. Taking advantage of this comprehensive dataset of gene models in CSM in snails to perform further investigations with a variety of viewpoints will be essential.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212768, GSE212768.

## Author contributions

FM, TI, and TH contributed to conception and design of the study. TH collected the materials, and FM prepared library for RNA-Seq analysis. TI organized the database. TI and HA performed the statistical analysis. FM wrote the first draft of the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Concomitant downregulation of neuropeptide genes in a marine snail with consecutive sexual maturation after a nuclear disaster in Japan
**Source:** Front Endocrinol (Lausanne). 2023 Mar 10;14:1129666. doi: 10.3389/fendo.2023.1129666
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **Concomitant downregulation of neuropeptide genes in a marine snail with consecutive sexual maturation after a nuclear disaster in Japan**

**Fumihiro Morishita<sup>1,3</sup>, Toshihiro Horiguchi<sup>2</sup>, Hiroto Akuta<sup>3</sup>, Tatsuya Ueki<sup>1,3</sup>, Takuya Imamura<sup>1,3,4</sup>**

Hiroshima University  
Phone & facsimile : 

Hiroshima University  
Facsimile : 

## **1 Supplementary Figures and Tables**

For more information on Supplementary Material and for details on the different file types accepted, please see [here](#).

### **1.1 Supplementary Figures**

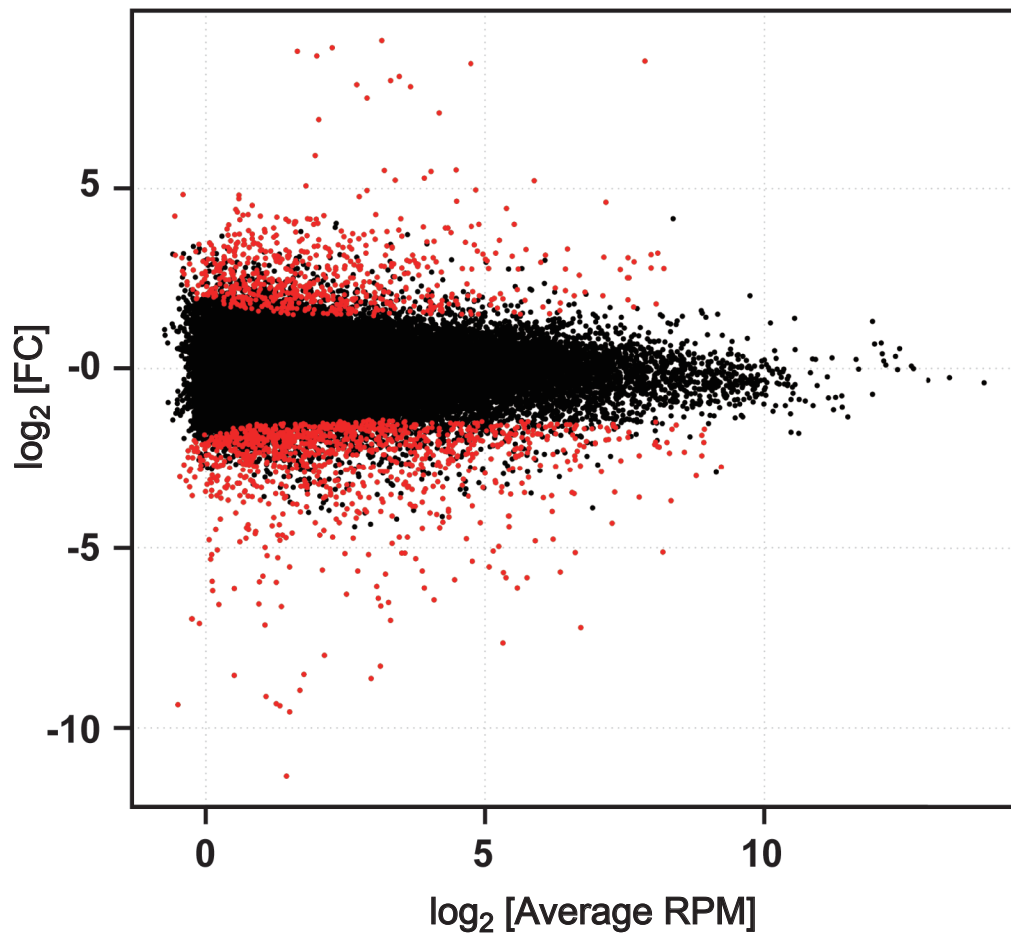

**Figure S1. MA-plot of transcript models assembled by RNA-seq analysis on CNS of female *R. clavigera*.**

Differentially expressed clusters between the normal- and CSM-female snails were shown by the MA-plot. DEGs between normal and CSM snails with false discovery rate (FDR) below 0.05 are represented by red dots. RPM: reads per million mapped reads, FC: fold change.

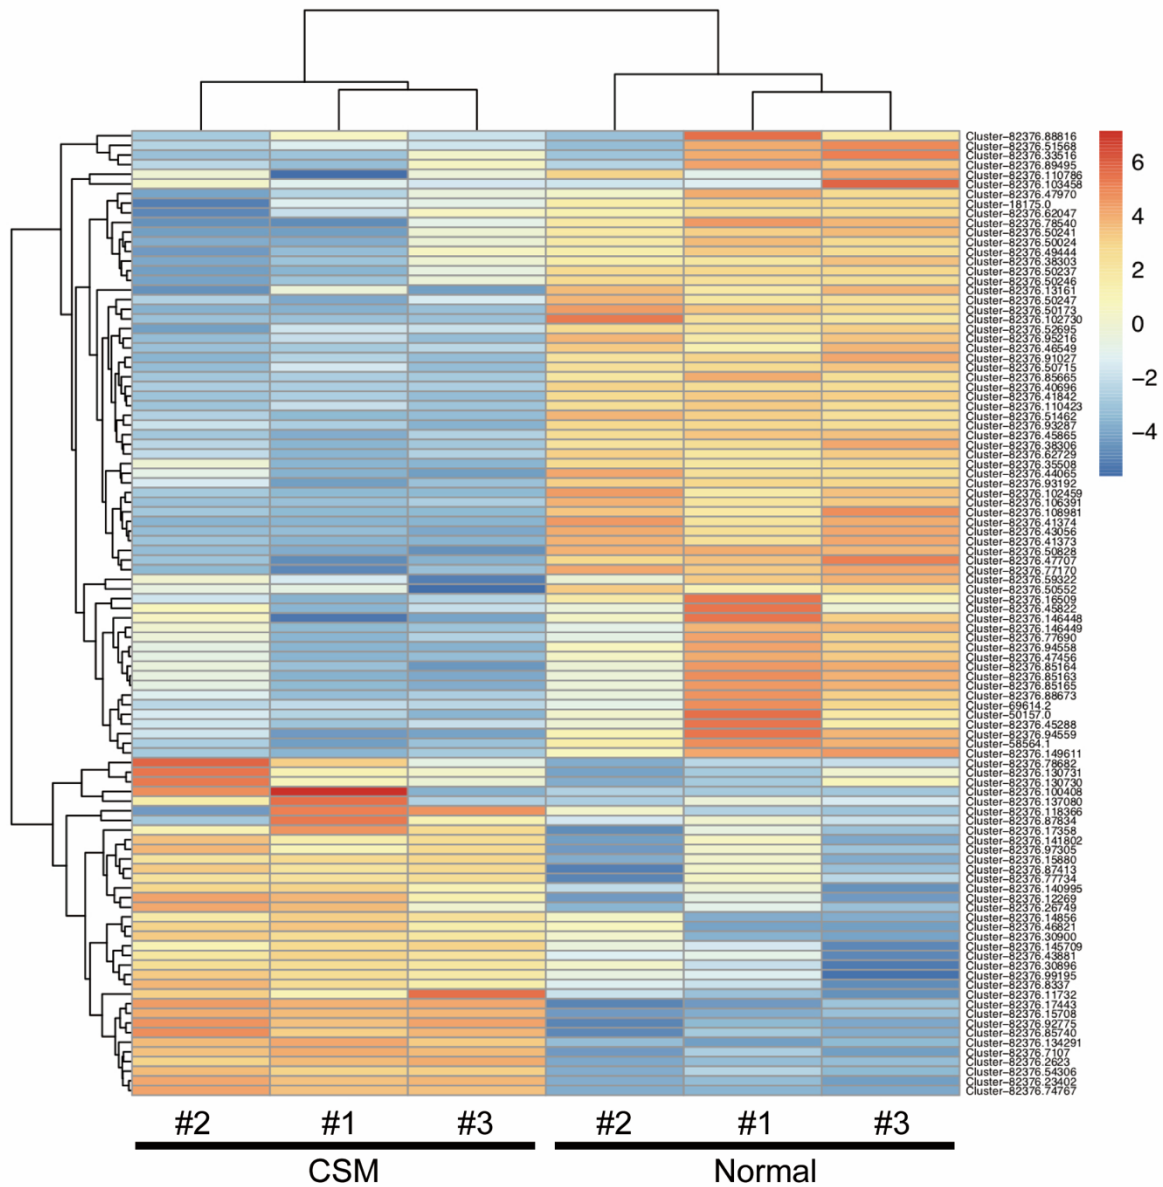

**Figure S2. Heatmap of top 100 of DEGs in normal and CSM female snails.**

Heatmap of top 100 DEGs was made for the representative samples of normal and CSM female snails. Fold changes in each DEG were calculated using the log<sub>2</sub> value relative to average RPM, and represented by color.

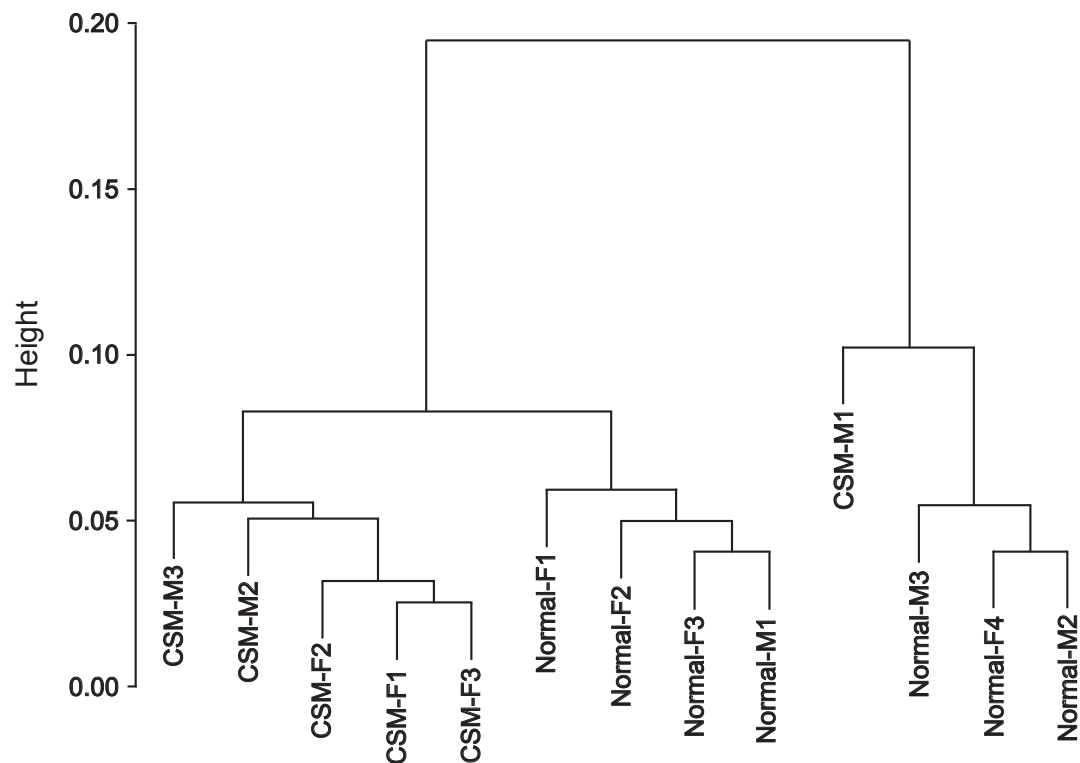

**Figure S3. Clustering diagram of cDNA libraries of *Reishia* ganglia used for the RNA-seq analysis.**

Clustering diagram of cDNA libraries was made on 13 libraries of *Reishia* ganglia of the normal and CSM snails. F: female, M: male.

>Achatin-I  
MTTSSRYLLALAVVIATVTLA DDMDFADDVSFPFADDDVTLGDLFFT KR GFGN KR GFGD KR GFAD KR GFGN KR GFAD KR GMGD KR GRLYSPASVIAAL  
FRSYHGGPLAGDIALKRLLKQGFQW\*

>Achatina cardioexcitatory peptide (ACEP)  
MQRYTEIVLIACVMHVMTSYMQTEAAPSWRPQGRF G KR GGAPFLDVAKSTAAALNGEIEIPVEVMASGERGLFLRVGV K PCTITGVDGVAPCS G\*

>Adipokinetic hormone (AKH)  
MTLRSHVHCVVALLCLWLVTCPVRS QIHFSHSWGT G KR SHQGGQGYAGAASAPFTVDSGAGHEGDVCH R GVDV R IMAQLIHL I RR EVDYRSRCQMDDI  
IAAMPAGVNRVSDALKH\*

>Allatostatin-A1  
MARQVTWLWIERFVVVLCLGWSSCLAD FDK K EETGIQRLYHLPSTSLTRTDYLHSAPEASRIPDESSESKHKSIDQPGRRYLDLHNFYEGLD KR VDR  
HNFNFG LG KR RGDNQNAFRFGL G KR QIDNSFSGFGL G KR QVDRNNFSFGL G KR KMDSANFKVGL G KR GVDNRHNFNFG LG KR RGDNQNAFRFGL G KR QIDNS  
FGFGL G KR QVDRNNFSFGL G KR KMDSANFKVGL G KR GVDNRHNFNFG LG KR RGDNQNAFRFGL G KR QIDNSFSGFGL G KR QVDRNNFSFGL G KR KMDSANFK  
VGL G KR GVDNRHNFNFG LG KR RGDNQNAFRFGL G KR EIDRHSFSFGL G KR KVDHNNFSGFGL G KR KVDHNSFGL G KR KMDHNFHFRFGL G KR RMDGNNFSGFGL G  
KR RMDNNFSGFGL G KR RMDNNFSGFGL G KR RMDNNFSGFGL G KR RMDNNFSGFGL G KR RMDNNFSGFGL G KR RMDNNFSGFGL G KR RMDNNFSGFGL G KR  
RLDHTNFLVGL G KR DVQEWPRMWTSYL TEGHLQPELH R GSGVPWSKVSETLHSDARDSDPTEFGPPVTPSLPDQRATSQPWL K KS PAWELGSSVD K KS V  
YGL\*

>Allatostatin-A2  
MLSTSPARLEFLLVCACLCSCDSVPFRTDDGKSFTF R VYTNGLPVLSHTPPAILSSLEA R SGTDDSSWSPALS R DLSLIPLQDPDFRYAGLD KR SVDFRHF  
RAGPL K KR LDRINFHVGL G KR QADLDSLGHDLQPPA K DGVHVVGFE R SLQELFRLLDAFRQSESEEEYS GR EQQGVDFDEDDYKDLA K KR RMDTLNFRV  
GL G KR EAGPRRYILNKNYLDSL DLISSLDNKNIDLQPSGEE K RT IDRTNFRFGL G KR NVDRHSFSGFGL G KR QIDNSFSGFGL G KR IDQAGFRFGL G KR  
VDGNNFRFGL G KR EIEHND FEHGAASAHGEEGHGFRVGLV K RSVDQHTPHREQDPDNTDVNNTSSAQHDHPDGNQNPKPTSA K KR PDSNNFSGFGL G KR TVD  
RTNFGFGL G KR KVDHNNFSGFGL G KR GVDHNNFSGFGL G KR  
GFGL G KR KVDYNNFSGFGL G KR  
PGW G KR APGW G KR AYGDSS\*

>APGWamide-1  
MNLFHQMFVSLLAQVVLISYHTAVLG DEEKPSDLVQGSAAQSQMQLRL K RAPGW G KR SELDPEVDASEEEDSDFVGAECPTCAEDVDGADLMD K KR  
APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR APGW G KR  
PGW G KR APGW G KR AYGDSS\*

>APGWamide-2  
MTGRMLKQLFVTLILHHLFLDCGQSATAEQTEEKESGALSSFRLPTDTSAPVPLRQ K RAPGW G KR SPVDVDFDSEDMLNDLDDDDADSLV K RAPG  
W K KR EFT G KR APGW G KR  
PGW G KR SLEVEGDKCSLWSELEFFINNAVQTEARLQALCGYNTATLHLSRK\*

>Buccalin  
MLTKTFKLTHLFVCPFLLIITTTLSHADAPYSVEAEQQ K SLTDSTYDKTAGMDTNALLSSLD K KR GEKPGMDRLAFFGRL G KR SKEDSDQLD K KR GMEYA  
FMGRL G KR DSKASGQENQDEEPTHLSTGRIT K KR GLDDFLSTSNLE K KR PMDNRMFGPQL G KR RMDNMMFGPQL G KR ERIDNMMFGPQL G KR RMDNMMFGPQ  
L G KR RMDNMMFGPQL G KR RMDNMMFGPQ  
L G KR ERIDGRMFGPQL G KR ERMDSHMFGPQL G KR ERMDSRMFGPQL G KR ERMDSHMFGPQL G KR ERMDQFMFGSRL G KR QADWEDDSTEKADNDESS\*

>Cerebrin  
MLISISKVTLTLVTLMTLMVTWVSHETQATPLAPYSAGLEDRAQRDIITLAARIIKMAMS G RSMEAGAS K KR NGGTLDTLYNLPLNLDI G KR\*

>Cholecystokinin (CKK) -1  
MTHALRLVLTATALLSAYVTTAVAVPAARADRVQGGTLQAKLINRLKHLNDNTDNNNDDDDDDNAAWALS G K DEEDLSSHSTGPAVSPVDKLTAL  
RQGF LGFN K KR GTWSYDY G KR YGDY GIGGGRF G R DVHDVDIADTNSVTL\*

>Cholecystokinin (CKK) -2  
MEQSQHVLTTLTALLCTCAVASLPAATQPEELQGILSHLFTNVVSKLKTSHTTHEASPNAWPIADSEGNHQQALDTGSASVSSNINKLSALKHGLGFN  
KR QGYDYDGLGGGRF G KR YGDY GIGGGRF G R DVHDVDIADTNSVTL\*

>Ciloinin-1  
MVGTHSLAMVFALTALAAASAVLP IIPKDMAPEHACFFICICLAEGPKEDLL K CANEVC G R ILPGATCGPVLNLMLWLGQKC R HLDVFLNLMLGNT  
PH K KR REQ S\*

>Ciloinin-2  
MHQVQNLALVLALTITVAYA AVMPV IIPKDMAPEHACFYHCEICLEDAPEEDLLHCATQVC G R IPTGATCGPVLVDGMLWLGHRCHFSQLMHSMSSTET  
EKH\*

**Figure S4**

Amino-acid sequences predicted by translating nucleotide sequences of transcript models assembled using RNA-Seq data are indicated with predicted N-terminal signal peptide, predicted processing sites, and predicted amide donors. N-terminal signal peptides are highlighted with light blue. Predicted processing sites and Gly residues for amide-donner are highlighted with red and dark blue, respectively. Predicted mature peptides are highlighted with yellow. Unique peptides in the precursor are highlighted with magenta. Asterisk represent amino acid sequence terminated by stop codon, while hyphens represent undetermined N- or C-termini of a precursor.

>Conopressin  
 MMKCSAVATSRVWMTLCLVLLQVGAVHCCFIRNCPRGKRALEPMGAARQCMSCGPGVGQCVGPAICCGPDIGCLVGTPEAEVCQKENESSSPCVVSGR  
 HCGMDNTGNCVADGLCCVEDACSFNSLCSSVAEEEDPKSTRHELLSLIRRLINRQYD\*

>Crustacean cardioactive peptide (CCAP)  
 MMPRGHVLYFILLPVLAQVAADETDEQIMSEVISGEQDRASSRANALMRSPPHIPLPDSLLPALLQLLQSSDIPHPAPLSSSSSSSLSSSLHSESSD  
 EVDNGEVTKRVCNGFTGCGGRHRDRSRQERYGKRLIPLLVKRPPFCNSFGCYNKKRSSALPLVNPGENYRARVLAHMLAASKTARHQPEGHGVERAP  
 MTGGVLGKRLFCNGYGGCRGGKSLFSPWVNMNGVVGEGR\*

>Egg-laying hormone (ELH)  
 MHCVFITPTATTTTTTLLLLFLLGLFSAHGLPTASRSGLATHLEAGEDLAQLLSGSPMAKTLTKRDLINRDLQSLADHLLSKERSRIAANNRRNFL  
 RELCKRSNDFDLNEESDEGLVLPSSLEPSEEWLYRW\*

>Elevenin-1L  
 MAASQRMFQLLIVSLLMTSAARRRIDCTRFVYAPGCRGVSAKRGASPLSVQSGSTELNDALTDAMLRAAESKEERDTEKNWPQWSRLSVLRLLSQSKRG  
 AERLEQLPLQ\*

>Elevenin-1S  
 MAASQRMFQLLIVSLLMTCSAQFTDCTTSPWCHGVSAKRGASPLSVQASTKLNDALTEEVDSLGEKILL\*

>Elevenin-2  
 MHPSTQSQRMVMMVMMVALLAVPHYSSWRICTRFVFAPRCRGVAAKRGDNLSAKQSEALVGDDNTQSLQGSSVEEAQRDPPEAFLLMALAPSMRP  
 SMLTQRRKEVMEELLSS\*

>FFamide-1  
 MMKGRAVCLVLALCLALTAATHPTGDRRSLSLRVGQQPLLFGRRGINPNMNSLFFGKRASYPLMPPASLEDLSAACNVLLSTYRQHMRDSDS\*

>FFamide-2  
 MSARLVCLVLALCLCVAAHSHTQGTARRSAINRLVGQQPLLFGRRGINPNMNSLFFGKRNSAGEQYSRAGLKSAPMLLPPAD\*

>FLRFamide/FMRamide  
 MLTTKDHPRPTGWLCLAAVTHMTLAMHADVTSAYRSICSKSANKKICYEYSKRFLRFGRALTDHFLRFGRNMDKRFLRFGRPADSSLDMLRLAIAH  
 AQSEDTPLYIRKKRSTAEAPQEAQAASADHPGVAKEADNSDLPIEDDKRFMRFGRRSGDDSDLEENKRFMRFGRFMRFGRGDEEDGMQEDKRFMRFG  
 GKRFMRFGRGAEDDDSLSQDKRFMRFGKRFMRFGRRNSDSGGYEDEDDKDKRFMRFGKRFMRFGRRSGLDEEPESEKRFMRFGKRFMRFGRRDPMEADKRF  
 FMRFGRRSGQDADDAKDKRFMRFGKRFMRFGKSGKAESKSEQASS\*

>FMRG  
 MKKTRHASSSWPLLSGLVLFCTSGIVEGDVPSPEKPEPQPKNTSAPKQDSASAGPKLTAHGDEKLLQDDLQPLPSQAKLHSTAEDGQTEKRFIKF  
 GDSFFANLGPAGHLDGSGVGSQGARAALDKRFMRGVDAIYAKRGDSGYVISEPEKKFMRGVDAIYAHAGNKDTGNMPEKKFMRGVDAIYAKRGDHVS  
 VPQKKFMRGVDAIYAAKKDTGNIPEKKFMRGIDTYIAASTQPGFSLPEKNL\*

>FRFamide  
 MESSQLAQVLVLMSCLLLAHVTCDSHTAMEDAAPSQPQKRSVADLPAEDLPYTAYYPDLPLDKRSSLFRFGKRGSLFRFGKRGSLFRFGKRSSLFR  
 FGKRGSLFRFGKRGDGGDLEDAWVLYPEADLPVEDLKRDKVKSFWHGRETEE\*

>FRYamide  
 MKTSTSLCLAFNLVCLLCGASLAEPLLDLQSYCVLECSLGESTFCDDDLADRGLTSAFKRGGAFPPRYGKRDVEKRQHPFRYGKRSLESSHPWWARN  
 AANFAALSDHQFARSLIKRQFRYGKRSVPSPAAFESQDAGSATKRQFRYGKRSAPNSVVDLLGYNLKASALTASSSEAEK\*

>Fulicin  
 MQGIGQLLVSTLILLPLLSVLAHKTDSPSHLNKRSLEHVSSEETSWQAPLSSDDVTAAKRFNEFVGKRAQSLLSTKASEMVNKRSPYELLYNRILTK  
 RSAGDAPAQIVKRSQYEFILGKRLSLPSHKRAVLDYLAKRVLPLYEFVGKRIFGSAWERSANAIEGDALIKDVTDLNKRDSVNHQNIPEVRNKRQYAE  
 WLGRGGPIADQLLRDLVNMKRSVMNRRLQSSAPEFIRREEDSLPQDEVQKRYTEFJGK\*

>FVRlamide-1  
 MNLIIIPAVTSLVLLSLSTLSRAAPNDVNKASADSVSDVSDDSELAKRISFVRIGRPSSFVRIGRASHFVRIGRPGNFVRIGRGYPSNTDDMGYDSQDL  
 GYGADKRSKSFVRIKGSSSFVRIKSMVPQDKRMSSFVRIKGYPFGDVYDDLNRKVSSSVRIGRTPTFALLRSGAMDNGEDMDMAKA\*

>FVRlamide-2  
 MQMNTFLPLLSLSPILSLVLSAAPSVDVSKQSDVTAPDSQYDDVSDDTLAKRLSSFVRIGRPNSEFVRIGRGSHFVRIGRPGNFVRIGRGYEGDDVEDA  
 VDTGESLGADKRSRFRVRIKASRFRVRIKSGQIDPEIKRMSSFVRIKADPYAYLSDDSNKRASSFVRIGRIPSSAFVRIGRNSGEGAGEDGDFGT  
 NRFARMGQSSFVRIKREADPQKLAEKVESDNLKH\*

Figure S4 (continued)

>FXXFamide  
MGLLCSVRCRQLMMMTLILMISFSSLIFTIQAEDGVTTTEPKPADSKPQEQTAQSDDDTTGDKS[KR]GFDPIGGHSPFAKF[KR]EDENSIQVQER[K]  
FDRIAGSSAFGRF[KR]EDTENNEAD[KR]FDRIISGVSGFGRF[KR]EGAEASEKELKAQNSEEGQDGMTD[KR]FDRIAGATGFGAF[KR]EQGESD[KR]FDRIIS  
GLSSFGTF[KR]EEEEGKD[KR]FDRIISGLSSFGSF[KR]EGDKD[KR]FDRIISGLSSFGSF[KR]EEGKD[KR]FDRIISGLSSFGTF[KR]GEEKD[KR]FDRIISGLSSF  
GSF[KR]EEEDKD[KR]FDRIISGLSSFGTF[KR]EDGEDQ[KR]FDRIISGLSSFGTF[KR]EDGEDQ[KR]FDRIISGLSSFGTF[KR]GDGEDQ[KR]FDRIISGLSSFGSF[KR]  
KRGENKN[KR]FDRIISGLSSFGTF[KR]EDGEDQ[KR]FDRIISGLSSFGSF[KR]DEEKN[KR]FDRIISGLSSFGSF[KR]EEDKD[KR]FDRIISGLSSFGSF[KR]DDE  
KD[KR]FDRIISGLSSFGTF[KR]EADSDLN[KR]GFDRISSASGFAKF[KR]QSEMLADEPAVDSE[KR]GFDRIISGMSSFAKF[KR]GFDRIISGMSSFSF[KR]KRFDR  
IGGMSNFAQF[KR]YDGSNDSEAFEDQ[KR]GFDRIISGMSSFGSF[KR]DLMEDSQDQ[KR]FDRIISVSSFGKF[KR]PADGSDDDLN[KR]FDRIISVSSFGF[KR]G  
KRDSTDVSGPD[KR]NFDRIAGNSRFTSF[KR]EDAGASGEISDNS[KR]FDRIISQSSFSFS[KR]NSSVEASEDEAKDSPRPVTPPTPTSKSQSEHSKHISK  
RDLRSLMDND[KR]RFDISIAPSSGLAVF[KR]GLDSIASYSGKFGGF[KR]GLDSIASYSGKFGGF[KR]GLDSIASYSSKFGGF[KR]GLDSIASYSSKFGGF[KR]G  
MDSIASYSSQFGGF[KR]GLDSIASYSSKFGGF[KR]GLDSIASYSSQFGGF[KR]GIDSINSYSKFGGF[KR]GMDSISSCSRFGGF[KR]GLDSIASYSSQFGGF[KR]  
F[KR]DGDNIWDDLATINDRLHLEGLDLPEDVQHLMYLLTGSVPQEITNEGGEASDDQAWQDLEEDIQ[KR]SHDPIGHYGRFGRF[KR]GGGDEDEEEKVA  
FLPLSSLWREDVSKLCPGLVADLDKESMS[KR]AFDRIATSGFARF[KR]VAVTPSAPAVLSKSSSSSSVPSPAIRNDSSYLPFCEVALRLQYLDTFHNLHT  
ATNDSARH[KR]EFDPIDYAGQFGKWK[KR]RNAIPPVPQPVPVS\*

>GDPFLRFamide  
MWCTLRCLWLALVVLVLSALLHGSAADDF[KR]PANMDLRWNNNNY[KR]YLRFG[KR]GDPFLRF[KR]SKPESWPFNRFQ[KR]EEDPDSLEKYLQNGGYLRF[KR]SV  
PMLAFAT[KR]KRDV[KR]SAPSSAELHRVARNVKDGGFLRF[KR]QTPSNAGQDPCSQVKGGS[KR]SDVDLPFDN[KR]HYLHF[KR]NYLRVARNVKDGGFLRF[KR]G  
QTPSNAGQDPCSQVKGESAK[KR]SDVDLPFGN[KR]HYLHF[KR]KRNLYRF[KR]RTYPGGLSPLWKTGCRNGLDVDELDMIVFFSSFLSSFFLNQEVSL\*

>GGKVamide  
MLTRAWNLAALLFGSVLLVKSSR[GR]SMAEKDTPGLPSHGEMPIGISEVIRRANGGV[KR]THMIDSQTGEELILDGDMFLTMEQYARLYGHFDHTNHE  
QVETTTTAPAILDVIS[KR]IGDVINSTTATA[KR]EEK\*

>Glycoprotein hormone (GpH)-α  
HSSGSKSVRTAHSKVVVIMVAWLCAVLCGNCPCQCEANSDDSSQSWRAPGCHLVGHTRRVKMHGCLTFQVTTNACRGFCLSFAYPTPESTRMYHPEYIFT  
S[R]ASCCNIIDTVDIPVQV[KR]CGDVIREVFKSAR[KR]SCGCSICRR[KR]G\*

>Glycoprotein hormone (GpH)-β  
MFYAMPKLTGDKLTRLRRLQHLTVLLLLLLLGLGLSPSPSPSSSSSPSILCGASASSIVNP[KR]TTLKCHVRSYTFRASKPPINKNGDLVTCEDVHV[KR]S  
CWG[KR]CDSSEIGDFKMPF[KR]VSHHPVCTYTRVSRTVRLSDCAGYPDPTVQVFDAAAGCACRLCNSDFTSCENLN[KR]G\*

>Gonadotropin-releasing hormone (GnRH)  
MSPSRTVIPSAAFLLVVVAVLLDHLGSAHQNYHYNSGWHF[KR]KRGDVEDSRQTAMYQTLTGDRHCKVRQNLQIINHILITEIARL[KR]GRSCSSQDNDFDL  
R[SL]MEPS[R]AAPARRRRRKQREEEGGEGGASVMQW\*

>GnRH-related peptide  
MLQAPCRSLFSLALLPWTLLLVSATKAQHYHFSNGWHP[KR]DSLGEIDT[RSYHYSNGWNP[KR]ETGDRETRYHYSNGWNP[KR]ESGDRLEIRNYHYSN  
WNA[KR]EEDSVE[RK]ARNYHYSNGWNA[KR]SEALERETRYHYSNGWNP[KR]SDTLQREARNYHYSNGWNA[KR]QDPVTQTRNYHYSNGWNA[KR]QDPV  
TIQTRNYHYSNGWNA[KR]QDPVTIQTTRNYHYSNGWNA[KR]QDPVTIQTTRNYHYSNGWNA[KR]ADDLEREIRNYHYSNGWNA[KR]ADTM[KR]EIRNYHYSNG  
WNP[KR]GEGM[KR]ETRYHYSNGWNA[KR]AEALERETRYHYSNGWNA[KR]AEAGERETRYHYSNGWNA[KR]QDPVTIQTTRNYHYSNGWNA[KR]GEALER  
ETRYHYSNGWNA[KR]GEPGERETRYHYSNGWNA[KR]TDTLERET[RSYHYSNGWNP[KR]EAGDRVS[RSYHYSNGWNP[KR]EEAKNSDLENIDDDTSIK  
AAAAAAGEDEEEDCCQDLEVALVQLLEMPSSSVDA[KR]TSSEEDSEKE\*

>Helicostatin-related peptide  
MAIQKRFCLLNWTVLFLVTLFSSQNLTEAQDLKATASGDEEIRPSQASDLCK[SD]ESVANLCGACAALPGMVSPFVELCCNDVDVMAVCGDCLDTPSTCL  
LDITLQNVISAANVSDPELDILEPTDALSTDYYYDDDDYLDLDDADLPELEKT[KR]FGTLYL[KR]PLYVSQPPALSDVI[KR]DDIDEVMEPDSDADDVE[KR]  
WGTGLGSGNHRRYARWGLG[KR]KRWGSLGIGN[RSYYG[KR]KRWGSLGIGN[KR]LDAPEVD[KR]WGTGLG[KR]KRWGSLG[KR]KRWGSLG[KR]KRWGSLG[KR]  
RWGSLG[KR]KRWGSLG[KR]KRWGSLG[KR]KRWGSLG[KR]KRWGSLGIGN[KR]KRWGSLGSSRYR[KR]WGTGLG[KR]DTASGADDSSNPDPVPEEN[KR]WGVGLGLGS  
RIKWGPSLR[KR]KRWGSLGSSWR[KR]LGRLELE[KR]KRWGSLG[KR]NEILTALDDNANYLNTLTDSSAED[KR]WGTLSL[KR]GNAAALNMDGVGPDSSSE[KR]W  
GTLG[KR]KRWGSLGGFGGF[KR]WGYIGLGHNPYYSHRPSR[KR]SAGVGEPID[KR]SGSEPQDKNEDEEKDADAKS[KR]KRWGSLG[KR]KRWGSLG[KR]KRWGSLG  
G[KR]KRWGSLG[KR]KRWGSLG[KR]KRWGSLG[KR]KRWGTLGLG[KR]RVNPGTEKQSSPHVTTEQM[KR]KASE\*

>Helix command-neuron specific (HCS) -2  
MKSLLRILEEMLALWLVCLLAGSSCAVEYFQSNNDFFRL[KR]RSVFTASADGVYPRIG[RS]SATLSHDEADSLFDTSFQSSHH[KR]GIFTAGGPGFPRI[KR]  
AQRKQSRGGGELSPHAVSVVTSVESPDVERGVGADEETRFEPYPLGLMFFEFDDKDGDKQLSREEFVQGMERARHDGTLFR\*

>Insulin-like peptide 1A  
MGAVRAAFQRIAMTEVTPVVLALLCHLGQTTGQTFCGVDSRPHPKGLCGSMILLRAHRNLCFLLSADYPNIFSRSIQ[KR]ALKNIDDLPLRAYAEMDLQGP  
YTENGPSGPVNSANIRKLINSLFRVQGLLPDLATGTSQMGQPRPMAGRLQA[KR]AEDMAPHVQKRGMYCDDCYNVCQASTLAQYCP\*

>Insulin-like peptide 1B  
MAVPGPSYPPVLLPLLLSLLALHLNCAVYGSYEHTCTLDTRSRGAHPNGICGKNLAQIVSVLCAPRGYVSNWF[KR]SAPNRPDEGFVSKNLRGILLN[KR]K  
ALSYL[KR]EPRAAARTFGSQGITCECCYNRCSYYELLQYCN\*

>Insulin-like peptide 2  
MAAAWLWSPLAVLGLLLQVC[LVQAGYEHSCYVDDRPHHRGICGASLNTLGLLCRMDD[GR]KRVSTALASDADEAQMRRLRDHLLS[KR]QAMSFLDKQ  
QQQQQLQQQQQL[KR]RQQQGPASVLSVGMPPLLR[KR]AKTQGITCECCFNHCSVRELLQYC\*

Figure S4 (continued)

## &gt;Leucokinin

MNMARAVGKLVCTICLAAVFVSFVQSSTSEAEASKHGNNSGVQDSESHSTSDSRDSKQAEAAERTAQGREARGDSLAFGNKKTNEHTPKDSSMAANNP  
 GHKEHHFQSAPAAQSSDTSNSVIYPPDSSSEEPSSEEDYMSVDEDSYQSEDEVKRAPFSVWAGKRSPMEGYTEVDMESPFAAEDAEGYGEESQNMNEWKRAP  
 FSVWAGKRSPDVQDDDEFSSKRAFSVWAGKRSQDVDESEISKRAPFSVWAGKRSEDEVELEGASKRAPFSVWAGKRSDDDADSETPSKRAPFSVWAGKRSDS  
 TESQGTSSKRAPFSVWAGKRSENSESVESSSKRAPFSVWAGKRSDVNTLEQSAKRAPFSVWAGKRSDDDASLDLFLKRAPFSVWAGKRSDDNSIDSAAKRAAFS  
 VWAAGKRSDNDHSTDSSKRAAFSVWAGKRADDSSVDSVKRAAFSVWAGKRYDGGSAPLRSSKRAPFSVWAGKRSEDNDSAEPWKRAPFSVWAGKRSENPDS  
 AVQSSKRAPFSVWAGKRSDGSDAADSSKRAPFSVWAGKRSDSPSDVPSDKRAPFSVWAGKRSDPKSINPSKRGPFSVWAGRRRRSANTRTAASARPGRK  
 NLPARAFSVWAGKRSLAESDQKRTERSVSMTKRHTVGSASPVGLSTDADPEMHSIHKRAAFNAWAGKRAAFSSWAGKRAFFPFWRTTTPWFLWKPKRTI  
 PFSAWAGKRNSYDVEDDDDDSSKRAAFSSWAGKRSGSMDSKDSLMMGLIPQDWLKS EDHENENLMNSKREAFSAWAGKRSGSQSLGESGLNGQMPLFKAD  
 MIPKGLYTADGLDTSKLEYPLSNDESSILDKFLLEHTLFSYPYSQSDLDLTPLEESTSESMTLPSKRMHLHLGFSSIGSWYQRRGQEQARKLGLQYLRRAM  
 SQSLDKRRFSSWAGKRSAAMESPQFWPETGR\*

## &gt;Maturation-associated peptide (MAP)-1A

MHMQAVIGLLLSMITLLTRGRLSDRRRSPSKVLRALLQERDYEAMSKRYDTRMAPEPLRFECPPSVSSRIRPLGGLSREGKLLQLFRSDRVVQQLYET  
 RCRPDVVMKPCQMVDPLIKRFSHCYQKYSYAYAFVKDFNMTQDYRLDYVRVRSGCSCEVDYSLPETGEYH\*

## &gt;Maturation-associated peptide (MAP)-1B

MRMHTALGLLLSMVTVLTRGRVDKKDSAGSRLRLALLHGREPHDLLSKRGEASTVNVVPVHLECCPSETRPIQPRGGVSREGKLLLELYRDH\*

## &gt;Maturation-associated peptide (MAP)-2A

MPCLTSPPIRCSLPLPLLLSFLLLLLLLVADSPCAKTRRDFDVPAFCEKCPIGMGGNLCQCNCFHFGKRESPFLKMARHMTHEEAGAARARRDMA  
 DLFVDEDKKW\*

## &gt;Maturation-associated peptide (MAP)-2B

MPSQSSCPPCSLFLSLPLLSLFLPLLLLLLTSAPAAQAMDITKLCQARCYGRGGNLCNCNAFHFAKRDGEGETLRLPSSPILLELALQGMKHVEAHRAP  
 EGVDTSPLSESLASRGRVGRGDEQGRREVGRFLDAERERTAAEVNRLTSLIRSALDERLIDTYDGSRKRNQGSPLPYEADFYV\*

## &gt;Maturation-associated peptide (MAP)-2C

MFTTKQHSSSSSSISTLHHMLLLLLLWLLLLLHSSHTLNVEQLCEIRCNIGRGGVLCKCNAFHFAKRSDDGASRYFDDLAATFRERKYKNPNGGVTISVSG  
 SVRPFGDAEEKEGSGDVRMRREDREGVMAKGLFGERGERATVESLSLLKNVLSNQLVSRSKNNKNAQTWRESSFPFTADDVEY\*

## &gt;Maturation-associated peptide (MAP)-3

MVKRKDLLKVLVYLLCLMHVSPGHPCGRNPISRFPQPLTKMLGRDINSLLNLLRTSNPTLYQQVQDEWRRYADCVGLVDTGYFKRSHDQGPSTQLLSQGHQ  
 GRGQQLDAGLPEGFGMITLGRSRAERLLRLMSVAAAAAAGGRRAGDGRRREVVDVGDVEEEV\*

## &gt;Maturation-associated peptide (MAP)-5A

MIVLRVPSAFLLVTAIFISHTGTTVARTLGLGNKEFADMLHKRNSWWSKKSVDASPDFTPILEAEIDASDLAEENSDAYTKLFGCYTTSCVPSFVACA  
 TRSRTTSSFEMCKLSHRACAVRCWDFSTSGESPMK\*

## &gt;Maturation-associated peptide (MAP)-5B

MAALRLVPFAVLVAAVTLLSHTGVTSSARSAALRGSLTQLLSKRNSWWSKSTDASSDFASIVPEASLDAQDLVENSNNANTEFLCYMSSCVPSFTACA  
 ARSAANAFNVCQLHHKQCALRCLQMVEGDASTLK\*

## &gt;Maturation-associated peptide (MAP)-6A

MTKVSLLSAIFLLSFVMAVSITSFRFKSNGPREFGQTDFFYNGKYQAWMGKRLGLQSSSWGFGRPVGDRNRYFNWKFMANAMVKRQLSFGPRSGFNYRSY  
 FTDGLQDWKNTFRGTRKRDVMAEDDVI\*

## &gt;Maturation-associated peptide (MAP)-6B

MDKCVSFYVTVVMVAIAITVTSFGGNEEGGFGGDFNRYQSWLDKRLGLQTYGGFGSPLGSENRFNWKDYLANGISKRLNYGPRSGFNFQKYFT  
 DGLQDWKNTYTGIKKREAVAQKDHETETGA\*

## &gt;Maturation-associated peptide (MAP)-8

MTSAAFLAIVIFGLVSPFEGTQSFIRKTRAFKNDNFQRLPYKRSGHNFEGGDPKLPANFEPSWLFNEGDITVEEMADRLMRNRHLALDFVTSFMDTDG  
 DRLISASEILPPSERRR\*

## &gt;Microseminoprotein (MSP)

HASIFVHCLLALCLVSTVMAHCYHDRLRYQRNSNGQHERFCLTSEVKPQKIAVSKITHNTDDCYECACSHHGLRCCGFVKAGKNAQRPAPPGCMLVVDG  
 CYYYFLDPVTQQC\*

## &gt;Myomodulin

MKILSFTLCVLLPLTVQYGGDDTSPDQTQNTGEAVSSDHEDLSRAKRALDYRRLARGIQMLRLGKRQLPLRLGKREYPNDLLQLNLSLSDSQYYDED  
 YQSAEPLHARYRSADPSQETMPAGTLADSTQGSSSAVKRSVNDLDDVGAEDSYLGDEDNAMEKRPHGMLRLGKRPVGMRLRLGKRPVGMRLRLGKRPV  
 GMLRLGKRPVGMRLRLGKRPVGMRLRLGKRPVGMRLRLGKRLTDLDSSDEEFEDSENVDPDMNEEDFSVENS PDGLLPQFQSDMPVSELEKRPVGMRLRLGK  
 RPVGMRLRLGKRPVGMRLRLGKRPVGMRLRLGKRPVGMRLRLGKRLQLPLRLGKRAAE\*

Figure S4 (continued)

**H**Q**G**K**G**Q**L**L**V**S**T**L**L**L**L**F**L**F**N**V**F**A**Q**N**A**G**A**H**S****G**R**S**D**S**D**A**G**I**T**S**S**P**A**S**S**A**V**G**I**S**S**N**S**A**A**F**S**I**P**A**A**M**E**G**L**D**A**M**Q**T**N**L**S**P**F**A**T**G**D**A**D**T**P**L**L**F**L**N**D**T**N**K**Q**P**L**Y**R  
**P**S**S**R**V**H**S**P**P**E**L**G**N**L**G**L**K**D**D**R**N**V**H**S**E**K**Q**T**E****R**D**H**G**H**Y**H**R**F**F**R****G**R**G**G**Y**N**V**P**Y**F**G**K**R**F**L**D**M**P**D**V**Q**Q**D**F**E****K**R**D**S**L**D**E**S**L**L**K**T**L**Q**D**Q**L**L**S**A**S**R**Q**A**G**S**S****M**  
**S**T**D****K**R**Y**T**P**L**F****I****G**K**R**S**T**K**H**H**P**Q**E**H**R**V**R**Q**Y**A**G**A**P**Y**F****G**K**R**L**E**E**S**D**E**L**E**Q**E**L**Q****K**R**S**I**P**N**D**S**T**P**N**L**Q**D**L**Q**D**F**I**L**N**E**E**T**P**S**D**V**L**D**K**R**A**P**L**F**I****G**K**R**A**P**  
**F**F**I****G**A**R**R**V**H**P**Y**F****G**R**Q**A**P**Y**F****I****G**K**R**T**D**L**T**A**S****R**A**P**L**F****I****G**R**R****H**A**P**L**F****I****G**K**R**A**P**A**F****I****G**K**R**A**P**M**F**V**G**K**R**N**K**D**M**N**E**L**S**A**H**T**L**Q**A**A**H**R**Y**  
**R**M**I**Q**A**D**R**R**M**H**A**P**F**L**W**A**G**A**R**L**R****K**M**G**T**S**Q**T**R**R**W**S**K**A**I**T**S**G**K**M**A**G**S**R**D**A****R**S**A**I**V**V**A**D**L**A**K**T**V**A**D**R**T**V**H**A**I**Y**V**L**D**V**D**L**T**L**L**K**V**G**L**V**F**S**V**Q**R**T**S**Y**S**Q**L**A**S**\*

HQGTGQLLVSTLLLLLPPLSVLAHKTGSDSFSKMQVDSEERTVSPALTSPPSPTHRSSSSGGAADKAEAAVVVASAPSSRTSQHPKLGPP LAVPEINQAFP  
 NSFSA LTHHTLINDPFSN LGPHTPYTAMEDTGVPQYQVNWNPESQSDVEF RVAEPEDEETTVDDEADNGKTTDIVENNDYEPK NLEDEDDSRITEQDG  
 ISPRQRV KRGGYTAPYFV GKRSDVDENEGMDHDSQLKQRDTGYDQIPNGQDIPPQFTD KRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV  
 GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV  
 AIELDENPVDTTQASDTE KRAPTPMFV GKRSPTPMFV GKRSPTPMFV GKRSPAPMFV GRRGPTPMFV GRRGPTPMFV GRRGPTPMFV GKRSPTPMFV  
 RRDPIMPFV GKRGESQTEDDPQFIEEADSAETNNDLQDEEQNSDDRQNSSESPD KRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV GKRRTPMFV  
 KRPTPMFV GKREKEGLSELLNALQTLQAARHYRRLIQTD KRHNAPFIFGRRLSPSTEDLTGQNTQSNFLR\*

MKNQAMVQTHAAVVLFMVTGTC<sup>AVF</sup>FTLS<sup>R</sup>DNNYPR<sup>T</sup>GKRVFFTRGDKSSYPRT<sup>G</sup>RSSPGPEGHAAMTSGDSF<sup>R</sup>SPP<sup>K</sup>RS<sup>R</sup>SAFGMR<sup>R</sup>SAEELGGLDLS  
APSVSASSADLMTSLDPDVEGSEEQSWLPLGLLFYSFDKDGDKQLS<sup>R</sup>QEFIRGMINARES<sup>G</sup>PKCR\*

9

**>Prohormone4-related peptide A (ProH4A)**

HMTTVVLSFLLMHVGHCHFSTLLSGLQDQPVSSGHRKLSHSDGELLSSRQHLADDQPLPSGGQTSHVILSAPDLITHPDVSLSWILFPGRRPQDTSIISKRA  
 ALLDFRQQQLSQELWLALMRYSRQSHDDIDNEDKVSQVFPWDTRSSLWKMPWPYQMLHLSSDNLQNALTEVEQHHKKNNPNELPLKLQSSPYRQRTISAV  
 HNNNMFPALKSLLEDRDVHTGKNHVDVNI<sup>R</sup>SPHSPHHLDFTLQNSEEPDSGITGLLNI<sup>F</sup>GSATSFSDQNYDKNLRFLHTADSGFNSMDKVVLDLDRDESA  
 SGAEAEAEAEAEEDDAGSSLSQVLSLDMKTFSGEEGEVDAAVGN<sup>R</sup>EQDASEAL<sup>R</sup>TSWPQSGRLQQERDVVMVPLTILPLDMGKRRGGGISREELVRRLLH  
 RHQL<sup>R</sup>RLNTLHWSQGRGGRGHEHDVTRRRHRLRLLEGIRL<sup>RR</sup>RVRTVS<sup>RK</sup>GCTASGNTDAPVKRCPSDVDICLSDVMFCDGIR<sup>R</sup>DCPKGEDEAS  
 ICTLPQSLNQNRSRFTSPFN<sup>VR</sup>PLSSAIVRSSDS\*

**>Prohormone4-related peptide B (ProH4B)**

MRS~~L~~TLPV~~F~~LLLLLL~~L~~TV~~H~~FSSLHPDLVYRHKL~~R~~AARLSDS~~D~~AMYSQSVTAPRDL~~L~~HMS~~R~~ASAS~~S~~DLH~~K~~K~~L~~RLTNLDN~~K~~DSNN~~L~~HH~~R~~PL~~S~~TS~~S~~WPG~~M~~DE  
 DSV~~S~~DELPRRRARE~~N~~FAKEPL~~D~~FS~~P~~AA~~T~~L~~R~~QQY~~P~~DSV~~R~~RS~~E~~NI~~V~~LRKYNA~~V~~DSRR~~K~~P~~K~~RD~~Q~~LSY~~M~~PN~~D~~MAV~~G~~SV~~K~~NS~~W~~L~~F~~HN~~S~~RR~~H~~PV~~A~~RC~~N~~YT~~T~~L~~H~~RT~~R~~  
~~R~~SLAPY~~P~~G~~Y~~DTVG~~M~~NDH~~V~~V~~V~~SD~~K~~PP~~S~~SS~~V~~DPV~~L~~KH~~R~~L~~K~~QY~~I~~Y~~R~~L~~F~~LT~~D~~EP~~E~~IAS~~D~~VL~~Q~~NT~~L~~NE~~F~~T~~K~~RG~~D~~AE~~A~~IES~~Q~~NAL~~N~~SH~~V~~SA~~H~~DAL~~S~~PT~~V~~Y~~S~~HLAKE~~P~~  
 SDS~~G~~SL~~D~~HRE~~A~~E~~I~~IAKE~~Q~~MP~~D~~PLY~~E~~LT~~V~~RT~~R~~DD~~T~~RR~~D~~DT~~K~~RE~~H~~RT~~E~~AS~~W~~LD~~V~~Q~~R~~RS~~E~~K~~D~~PA~~E~~RGE~~E~~ER~~V~~LS~~V~~DD~~V~~VEL~~P~~AE~~L~~RDD~~V~~G~~S~~EV~~N~~Q~~P~~DL~~I~~M~~V~~H  
 RRR~~K~~LS~~R~~AE~~Q~~Y~~R~~IL~~Y~~DS~~H~~LG~~P~~LA~~R~~FL~~S~~NL~~K~~Y~~G~~RE~~G~~K~~G~~E~~G~~E~~G~~AK~~K~~HP~~S~~SL~~L~~Q~~L~~AKA~~P~~KL~~A~~IES~~S~~ASSA~~S~~K~~I~~RE~~C~~RQ~~E~~DS~~S~~AM~~T~~CP~~S~~DT~~V~~CL~~R~~D~~V~~MI  
 CDG~~V~~RC~~N~~LD~~G~~DE~~S~~PF~~L~~CM~~M~~RL~~W~~AF~~T~~LL~~N~~N~~V~~HS~~I~~FS~~A~~Y~~V~~TQ~~P~~SR~~G~~STR~~H~~Q~~S~~H~~D~~Y~~R~~HD~~R~~S~~Y~~R~~Q~~SP~~S~~\*

**>Sensorin-A1**

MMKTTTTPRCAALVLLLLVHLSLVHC RSLGQLDHP EEGVNERL TEA GKR DGR RITRGRYRMGYMF GKR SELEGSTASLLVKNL I GKR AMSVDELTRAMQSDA  
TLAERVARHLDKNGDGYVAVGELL \*

## >Sensorin-A2

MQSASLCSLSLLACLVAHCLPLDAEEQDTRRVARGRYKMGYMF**GKR**SELE**GKA**HLLLLGSLV**GKA**ISVEDL**GR**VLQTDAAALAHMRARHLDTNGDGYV  
SV**R**ELL\*

**>SGLVa**

[illegible]

**>Small cardioactive peptide (SCP)-B1**

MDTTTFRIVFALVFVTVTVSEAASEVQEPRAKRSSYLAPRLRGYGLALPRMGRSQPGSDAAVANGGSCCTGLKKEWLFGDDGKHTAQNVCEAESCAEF  
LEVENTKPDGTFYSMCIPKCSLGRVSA GK\*

**>Small cardioactive peptide (SCP)-B2**

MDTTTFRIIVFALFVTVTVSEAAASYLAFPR<sup>1</sup>GRGHLALPR<sup>2</sup>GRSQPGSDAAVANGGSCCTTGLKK<sup>3</sup>EWLFGDD<sup>4</sup>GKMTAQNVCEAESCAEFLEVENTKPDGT  
FYSMCIPKCSLGD<sup>5</sup>RLSDAARDNMMKL<sup>6</sup>KRLLRN\*

**>SPamide**

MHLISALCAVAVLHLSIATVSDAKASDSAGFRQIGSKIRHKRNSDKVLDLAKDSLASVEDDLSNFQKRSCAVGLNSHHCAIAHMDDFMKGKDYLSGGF  
 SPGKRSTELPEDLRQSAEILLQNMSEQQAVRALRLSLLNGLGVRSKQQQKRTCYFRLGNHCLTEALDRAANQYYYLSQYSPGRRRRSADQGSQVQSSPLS  
 SSSFSSSHGVERR\*

**>SXFY-1 (partial)**

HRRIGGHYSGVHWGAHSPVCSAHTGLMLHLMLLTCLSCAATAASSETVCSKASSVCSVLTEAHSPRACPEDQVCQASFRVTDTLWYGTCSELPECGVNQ  
 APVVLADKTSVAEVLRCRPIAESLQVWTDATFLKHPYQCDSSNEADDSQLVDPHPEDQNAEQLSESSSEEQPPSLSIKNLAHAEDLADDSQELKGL  
 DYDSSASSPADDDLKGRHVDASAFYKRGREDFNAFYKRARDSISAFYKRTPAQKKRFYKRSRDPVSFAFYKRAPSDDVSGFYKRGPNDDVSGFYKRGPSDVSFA  
 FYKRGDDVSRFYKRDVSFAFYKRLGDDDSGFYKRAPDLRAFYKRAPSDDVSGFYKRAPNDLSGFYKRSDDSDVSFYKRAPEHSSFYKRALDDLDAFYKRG  
 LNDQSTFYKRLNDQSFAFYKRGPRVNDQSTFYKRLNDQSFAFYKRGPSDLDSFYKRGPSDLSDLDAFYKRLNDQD-

>SXFY-2 (partial)

-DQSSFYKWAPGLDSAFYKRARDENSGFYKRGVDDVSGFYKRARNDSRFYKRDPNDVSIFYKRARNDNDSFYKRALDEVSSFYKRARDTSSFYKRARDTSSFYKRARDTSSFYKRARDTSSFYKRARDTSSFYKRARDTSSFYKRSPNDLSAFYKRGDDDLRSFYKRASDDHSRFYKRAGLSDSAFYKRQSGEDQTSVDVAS\*

### >Tachykinin-1

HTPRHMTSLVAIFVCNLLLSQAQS<sup>1</sup>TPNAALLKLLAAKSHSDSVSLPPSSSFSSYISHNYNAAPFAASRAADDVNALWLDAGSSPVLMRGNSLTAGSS  
 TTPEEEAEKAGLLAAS<sup>2</sup>KRFHPSAFFGSR<sup>3</sup>GKREYGLTDAYA<sup>4</sup>KRFHQGFVGSR<sup>5</sup>GKRLPAYLLNG<sup>6</sup>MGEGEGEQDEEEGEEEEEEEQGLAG<sup>7</sup>KRMISK<sup>8</sup>  
 K<sup>9</sup>FDPSGFTGSR<sup>10</sup>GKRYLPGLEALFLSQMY<sup>11</sup>KRLDAEKW<sup>12</sup>KRSLGLGFAAR<sup>13</sup>\*

### >Tachykinin-2

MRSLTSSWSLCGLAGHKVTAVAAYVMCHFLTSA<sup>1</sup>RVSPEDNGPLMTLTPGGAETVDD<sup>2</sup>KAVESANH<sup>3</sup>RAIPKVMVEAQ<sup>4</sup>KRLEERGMPDLY<sup>5</sup>KRFIQGFVGS<sup>6</sup>  
GKRAALMDDLHMG<sup>7</sup>RGMSDALSK<sup>8</sup>RFIQGFVGS<sup>9</sup>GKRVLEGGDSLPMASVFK<sup>10</sup>FMPGGYHASK<sup>11</sup>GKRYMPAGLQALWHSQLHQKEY\*

**Figure S4 (continued)**

>Tetradecapeptide (TDP)-1  
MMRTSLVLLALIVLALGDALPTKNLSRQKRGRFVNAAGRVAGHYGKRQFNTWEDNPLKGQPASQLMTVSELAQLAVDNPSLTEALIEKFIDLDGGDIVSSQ  
ELFGLDAQ\*

>Tetradecapeptide (TDP)-2  
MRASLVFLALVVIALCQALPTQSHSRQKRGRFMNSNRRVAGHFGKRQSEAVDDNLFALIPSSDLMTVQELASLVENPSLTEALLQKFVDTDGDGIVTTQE  
LFGIAAD\*

>Thais Enterin-related peptide (TERP)-1  
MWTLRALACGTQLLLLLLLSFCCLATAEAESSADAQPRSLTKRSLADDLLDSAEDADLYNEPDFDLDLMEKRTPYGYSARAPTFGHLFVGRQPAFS  
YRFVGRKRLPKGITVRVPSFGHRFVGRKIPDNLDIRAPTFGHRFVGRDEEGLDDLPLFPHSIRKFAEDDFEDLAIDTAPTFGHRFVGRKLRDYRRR  
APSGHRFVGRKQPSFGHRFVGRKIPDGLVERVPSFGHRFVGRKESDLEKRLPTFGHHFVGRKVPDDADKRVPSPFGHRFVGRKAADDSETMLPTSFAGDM  
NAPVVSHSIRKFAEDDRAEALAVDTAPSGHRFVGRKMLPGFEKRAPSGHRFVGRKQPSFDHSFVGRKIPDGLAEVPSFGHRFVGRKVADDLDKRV  
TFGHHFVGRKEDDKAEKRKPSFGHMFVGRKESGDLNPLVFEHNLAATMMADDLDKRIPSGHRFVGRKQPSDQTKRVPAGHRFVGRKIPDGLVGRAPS  
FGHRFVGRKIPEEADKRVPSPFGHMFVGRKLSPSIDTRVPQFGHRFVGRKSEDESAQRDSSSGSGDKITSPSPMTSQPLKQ\*

>Thais Enterin-related peptide (TERP)-2  
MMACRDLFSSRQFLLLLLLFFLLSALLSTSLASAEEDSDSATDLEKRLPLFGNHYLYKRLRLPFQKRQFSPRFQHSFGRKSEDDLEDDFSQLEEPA  
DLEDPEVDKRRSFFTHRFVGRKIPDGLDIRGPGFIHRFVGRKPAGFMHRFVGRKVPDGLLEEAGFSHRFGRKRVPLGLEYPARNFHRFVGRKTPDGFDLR  
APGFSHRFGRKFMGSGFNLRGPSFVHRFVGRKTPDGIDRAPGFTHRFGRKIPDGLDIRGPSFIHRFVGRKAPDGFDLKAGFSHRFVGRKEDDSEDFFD  
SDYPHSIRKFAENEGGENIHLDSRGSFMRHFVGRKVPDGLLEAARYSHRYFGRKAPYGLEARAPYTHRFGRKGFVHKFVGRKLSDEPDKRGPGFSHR  
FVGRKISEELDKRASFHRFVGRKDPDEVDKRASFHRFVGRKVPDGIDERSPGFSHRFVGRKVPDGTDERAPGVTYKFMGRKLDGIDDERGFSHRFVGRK  
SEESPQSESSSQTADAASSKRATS\*

>Thais excitatory peptide (TEP)-1  
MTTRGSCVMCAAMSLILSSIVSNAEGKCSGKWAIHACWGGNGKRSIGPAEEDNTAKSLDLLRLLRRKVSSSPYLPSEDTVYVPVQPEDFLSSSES  
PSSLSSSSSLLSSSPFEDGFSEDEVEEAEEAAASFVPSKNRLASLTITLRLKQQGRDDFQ\*

>Thais excitatory peptide (TEP)-2  
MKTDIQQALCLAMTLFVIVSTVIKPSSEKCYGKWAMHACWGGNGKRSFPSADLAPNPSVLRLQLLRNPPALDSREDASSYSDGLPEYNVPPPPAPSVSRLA  
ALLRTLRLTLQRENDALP\*

>VHGY  
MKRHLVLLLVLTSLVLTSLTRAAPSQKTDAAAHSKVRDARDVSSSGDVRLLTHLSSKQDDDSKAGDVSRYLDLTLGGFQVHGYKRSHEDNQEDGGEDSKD  
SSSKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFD  
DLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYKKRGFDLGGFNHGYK  
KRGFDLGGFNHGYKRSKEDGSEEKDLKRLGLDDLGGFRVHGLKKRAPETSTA\*

>Whitnin  
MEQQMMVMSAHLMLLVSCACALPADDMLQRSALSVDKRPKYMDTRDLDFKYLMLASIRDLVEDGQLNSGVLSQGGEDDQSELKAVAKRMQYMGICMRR  
RQNTFIPYPCLRTA\*

>WWamide (B-type allatostatin)  
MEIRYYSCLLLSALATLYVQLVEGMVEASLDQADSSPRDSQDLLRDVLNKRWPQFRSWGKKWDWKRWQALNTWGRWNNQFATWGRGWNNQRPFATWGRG  
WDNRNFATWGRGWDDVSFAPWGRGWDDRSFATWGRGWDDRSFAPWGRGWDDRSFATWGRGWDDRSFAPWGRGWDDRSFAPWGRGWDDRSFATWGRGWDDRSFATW  
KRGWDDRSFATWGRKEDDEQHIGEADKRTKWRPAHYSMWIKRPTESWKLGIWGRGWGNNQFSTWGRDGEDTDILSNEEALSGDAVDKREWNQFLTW  
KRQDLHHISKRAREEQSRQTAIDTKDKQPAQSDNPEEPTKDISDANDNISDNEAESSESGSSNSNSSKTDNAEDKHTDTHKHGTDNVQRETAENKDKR  
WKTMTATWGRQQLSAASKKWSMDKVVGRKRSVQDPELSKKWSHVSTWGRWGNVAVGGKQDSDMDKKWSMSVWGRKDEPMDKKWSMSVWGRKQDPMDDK  
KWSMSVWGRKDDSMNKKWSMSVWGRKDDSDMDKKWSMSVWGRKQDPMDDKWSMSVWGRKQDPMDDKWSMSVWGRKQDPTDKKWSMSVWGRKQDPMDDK  
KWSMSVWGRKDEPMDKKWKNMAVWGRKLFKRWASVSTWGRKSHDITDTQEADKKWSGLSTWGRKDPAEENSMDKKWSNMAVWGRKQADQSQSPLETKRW  
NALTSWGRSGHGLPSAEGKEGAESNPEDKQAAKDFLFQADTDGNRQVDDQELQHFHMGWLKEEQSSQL\*

Figure S4 (continued)

## 1.2 Supplementary Tables

**Supplemental Table 1. Classification of annotated clusters up-regulated in OK snail.**

**Supplemental Table 2. Classification of annotated clusters down-regulated in OK snail.**

Supplemental Table 3. Neuropeptide precursors of *Reishia clavigera* identified by homology search.

RP : related peptide

Supplemental Table 4. Mature neuropeptides identified by the nanoLC-Orbitrap MS/MS analysis on *Reishia* ganglia.

Note that "a" in the peptide structure represents C-terminal amidation.

Abbreviations; a.a. : numbers of amino-acid residues, Am: C-terminal amidation, Fr: a fragment of the predicted peptide, Om: oxydation of methionine residue, PTM: post-translational modification, Py: N-terminal pyro-glutamination, RMSE : root mean square error, RT : retention time of nanoLC, Z : electric charge of parent ion.

Supplemental Table 4 (continued)

Supplemental Table 4 (continued)

Supplemental Table 4 (continued)

Supplemental Table 4 (continued)

Supplemental Table 5. Fragment peptides of neuropeptide precursors identified by the nanoLC-Orbitrap MS/MS analysis on *Reisia* ganglia.

Abbreviations; a.a. : numbers of amino-acid residues, Am: C-terminal amidation, Om: oxydation of methionin residue, PTM: post-translational modification, RMSE : root mean square error, RT : retention time of nanoLC, Z : electric charge of parent ion.

Supplemental Table 6. Nuclear receptors and epigenome-related enzymes of *Reishia clavigera* identified by the homology search on assembled clusters.

How the deposited data were processed for this re-analysis (not part of the article)

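RNA sequencing had been done on the central ganglia of 4 normal females, 3 CSM females, 3 normal males and 3 CSM males of Reishia clavigera, 13 libraries in all. The authors trimmed the reads, assembled them, grouped the transcripts into clusters and deposited for each library the count of reads on each cluster, as whole numbers without normalization, together with the cluster sequences. The paper's text does not name whether a read pair counts as 1 read or as 2, and the counts were used as deposited. Status coincides with the collection site and sex with the sequencing run, so that neither could be separated. Replicate numbers did not pair the libraries of the same number, which was checked on 21 relations between libraries. Calls lost with the replicate block may therefore be lost through its degrees of freedom alone.

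Depth was between 7768665 and 133027896 counts per library, 813064553 in all. RPM was the count per 1e+06 counts of the library, and 3 counts were taken as the limit that a count of 0 allows. Intervals and limits cover counting error only.

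Clusters were tested with edgeR 4.0.16 in R 4.3.3. Those passing filterByExpr (minimum count 10, minimum total 15, 4 groups) were scaled by TMM, dispersions were estimated, and quasi-likelihood models were fitted over all 13 libraries with 1 coefficient per group. The contrasts were CSM against normal in females, in males and over both sexes, the difference between the sexes, and normal males against normal females. Standard errors given with edgeR were derived from its test, as the size of the log2 fold change over the square root of the F value. FDR < 0.05 was the threshold, over all tested clusters and, for the precursors of Table S3 and the enzymes and receptors of Table S6, also adjusted over the list alone. The study made these lists by sequence similarity from the same libraries, and found MSP first among the up-regulated genes, so that they are not independent evidence. Lists as sets were tested with camera of limma 3.58.1 at a correlation of 0.01, with the correlation estimated, and with fry. DESeq2 1.42.0 was used as another test, with its Wald test and its size factors. Mean RPM was compared with exact permutation tests. The libraries were compared by silhouettes with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and identities were checked with BLAST+ 2.17.0.

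Genes were named by a rule written before the counts were examined: every precursor that the paper's results text names, for its sequence, peptides or expression, every enzyme, ligase and receptor of Table S6 that it names in its results or discussion, and, of all other clusters past the threshold over both sexes, the 2 that rose and the 2 that fell most with every CSM library on the same side of every normal library of its sex. The precursors named for sequence or peptides alone were added to the list only after the values had been seen, to complete this rule. Values in the paper's figures and tables count as seen. The paper's t-test on RPM was run as an alternative, as were other filters, scalings and models, the replicate block, each library left out in turn, and 3 that were added after the data had been seen, the library group as a covariate, near-identical clusters summed and GC and length trends removed in 10 bins. The library group was the first division of the complete-linkage tree of these same libraries and is not a known batch. Other splits of the libraries were refitted, all 35 for females, all 10 for males and 40 drawn from 700 for both sexes.

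The models were tested on simulated data with 200 clusters changed by each of several factors. At 16-fold 131 were recovered over both sexes, 75 in females and 52 in males. Of 44 precursors lowered 2-fold, 13, 3 and 2 were recovered. GO terms were left out and no annotation was used here, and the assembly and the mapping of reads were not repeated.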

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

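Chosen after the results were seen were the tests by other splits of the libraries, the removal of GC and length trends, the count of groups with a distant library, and the use of the fits without normal male 1 and without a filter as tests of an explanation. The comparisons and these fits themselves had been planned.

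In 5 precursors a normal female was far from the other 3 of its group. FXXFa at 53.2 RPM, Leucokinin at 968 RPM and NP-F2 at 65.5 RPM were higher in normal female 1, GnRH-RP at 301 RPM was higher in normal female 4, and MAP-6B at 432 RPM was lower in normal female 2. Among the 89 groups of libraries examined this way, 5 had such a library, and about 4.5 are expected by chance alone, so that chance is not excluded. No biological explanation was tested.

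The fall of the precursors differed between the sexes as a list, with a median difference of -0.74 between the log2 fold changes in females and in males. With GC and length trends removed it was -0.46, and without normal male 1, the library with the fewest counts, it was -0.60. The rotation test fry gave 0.164 and 0.221 for these, against 0.0999 with all libraries, 0.0485 with the library group in the model and 0.0264 without CSM male 3, so that both explanations stay open. Of 40 assignments of the libraries, drawn from 700, 5 gave a median difference as far from 0, the real one included, and the largest other one was 0.82, so that chance is not excluded. Sex coincides with the sequencing run and status with the collection site. A difference between the sexes in the response to CSM stays open as a biological explanation, untested beyond this.

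DMT3 moved in opposite directions in the sexes. The mean in CSM females was 0.080 RPM above that in normal females, who had no count, and the mean in CSM males was -0.77 RPM from that in normal males. The male mean rests on normal male 1, the library with the fewest counts, at 2.19 RPM, while normal males 2 and 3 were at 0.128 and 0.0451 RPM. Without normal male 1 the difference in males was -0.071 RPM. CSM males 2 and 3 had no count, which allows up to 0.149 and 0.120 RPM, above normal male 3, and in normal female 4 no count allows up to 0.0829 RPM, above CSM female 1 at 0.0332 RPM, so that a separation of the groups is open in both sexes. Without a filter on low counts the difference between the sexes had an edgeR p of 0.0651 adjusted over the list alone. The counts were too few to decide, and a difference between the sexes cannot be told apart from one of so few counts.

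Between normal males and normal females 17 clusters outside those the paper discusses were called by edgeR, 15 higher in males and 2 higher in females. Of the 35 splits of these libraries 1, the real one, called as many, and the largest number in another split was 5, so that chance is an insufficient explanation. The sexes were sequenced in separate runs, so that a difference between the sexes and one between the runs cannot be told apart for these clusters.

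Of the clusters that no female library held, 4 had at least 10 counts in every male library: Cluster-112285.9695, Cluster-112285.11880, Cluster-112285.144603 and Cluster-112285.228046. They were looked up after this count. In the reverse direction there was 1 such cluster. Of the 1716 splits of the 13 libraries into 6 and 7, 2 gave as many, the real one included. The other one, of normal females 1 and 4, normal male 1, CSM female 3 and CSM males 1 and 2, gave 6. Sex and sequencing run coincide here too, and expression in males alone stays open as a biological explanation, untested.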

How the results depend on the processing

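Of the alternatives compared here, the library group as a covariate, the removal of GC and length trends and the sum over near-identical clusters were chosen after the data had been seen, and the tests with them too, while the others were set before the data were examined. The results at the comparisons gave 453 values on the same side as reported, 3 that became weaker, 1 that became stronger and 150 that moved. The named genes gave 3627 values on the same side, 86 weaker, 99 stronger and 56 reversed. Where a value moved, the cause was not tested.

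The clusters called over both sexes, 188 higher and 102 lower, moved to 609 and 608 with the filter at 1 CPM in 3 libraries, to 3101 and 3912 with DESeq2, to 981 and 1210 with edgeR's exact test without a sex term, to 338 and 213 with the library group as a covariate, and to 0 and 0 with the replicate block. With total counts only, the higher clusters numbered 323, and with GC and length trends removed the lower ones numbered 188. Leaving out single libraries gave 15 to 171 higher and 2 to 170 lower clusters. In order of higher and lower, these were 38 and 3 without CSM female 1, 18 and 2 without CSM female 2, 48 and 6 without CSM female 3, 171 and 170 without CSM male 1, 44 and 3 without CSM male 2, 17 and 2 without CSM male 3, 15 and 3 without normal female 1, 139 and 54 without normal female 2, 15 and 2 without normal female 3, 68 and 34 without normal female 4, 69 and 26 without normal male 1, 44 and 16 without normal male 2, 79 and 35 without normal male 3. 

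In females, where 1 cluster was called higher and 1 lower, DESeq2 called 980 and 1491, the libraries of that sex only 4 and 4, no filter 5 and 6, and total counts only 5 and 2. The lower clusters numbered 2 at 1 CPM, 0 with the library group and 0 with the replicate block. In males, where edgeR called 0 in either direction and 24377 at an unadjusted p under 0.05, DESeq2 called 2233 higher and 1774 lower and the libraries of that sex only 3 and 1. For the difference between the sexes DESeq2 called 1229 clusters and the replicate block 1. Without single libraries the ranges were 0 to 2 higher and 0 to 2 lower in females, 0 to 2 and 0 to 0 in males, 0 to 3 for the difference and 34 to 72 higher clusters in the top 100, the lowest without normal female 3.

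The 63 precursors lower in females became 0 when adjusted over all tested clusters and 38 with the t-test of the paper's Figure 4 on RPM, with 44 to 66 without single libraries. Of the 63, 37 were called in each of the 24 fits, the reported one included. The precursors higher in females, 0 in edgeR adjusted over the list alone, numbered 2 with the library group, 1 with the replicate block, 1 and 1 with the paper's t-test on RPM and on log2 values, and 1 with total counts only (0 to 1 without single libraries). The 0 precursors lower in males became 2 at 1 CPM, 15 with DESeq2, 1 with DESeq2's size factors, 14 with trends removed, 3 with the library group, 6 with no filter, 8 with near-identical clusters summed, 22 and 25 with the paper's t-test, 13 with total counts only and 32 unadjusted (0 to 4 without single libraries). Those higher in males became 2 with DESeq2, 1 with trends removed, 1 with the library group, 1 with no filter, 1 with near-identical clusters summed, 1 and 2 with the paper's t-test, 1 with total counts only and 3 unadjusted (0 to 1 without single libraries). Of the paper's 11 precursors, those lower in both sexes went from 0 to 1 at 1 CPM, 5 with DESeq2, 5 with trends removed, 1 with the library group, 2 with no filter, 2 with near-identical clusters summed, 11 and 9 with the paper's t-test, 6 with total counts only and 8 unadjusted (0 to 1 without single libraries). The 1 precursor that differed between normal males and females became 0 at 1 CPM, 0 with DESeq2's size factors, 0 with trends removed, 0 over all tested clusters, 10 by a 2-fold difference of mean RPM, 0 with the library group, 0 with the replicate block, 2 and 2 with the paper's t-test, 0 with total counts only and 6 unadjusted (0 to 1 without single libraries).

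The list as a whole kept its direction. Its median was -0.77 in males with p = 0.154 when the correlation was estimated, and the difference between the sexes was -0.74 with p = 0.196 so estimated and p = 0.0999 with fry, which gave 0.0485 with the library group and 0.0264 to 0.274 without single libraries. Without single libraries the medians were -1.66 to -1.31 in females and -1.02 to -0.58 in males, and the difference was -0.94 to -0.41. MSP in males was 2.27 with DESeq2 (adjusted p = 0.0212 over all tested clusters) and 1.79 to 2.51 without single libraries, and in females 0.64 to 1.44. The silhouette by status was 0.0867 to 0.132 and the ACEP level 2836 to 4429 RPM in normal females and 5538 to 6023 RPM in normal males.

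The 0 enzymes and receptors higher in females became 13 and 13 with the t-test of the paper's Figure 6 on RPM and on log2 values and 4 unadjusted (0 to 0 without single libraries, and 0 to 0 lower). In males they became 4 with DESeq2, 1 with the replicate block, 1 with the paper's t-test on log2 values and 4 unadjusted (0 to 3 without single libraries, and 0 to 0 lower).

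The reversed values all belong to genes that were not past the threshold. In females, Clionin-2 was 0.040 with total counts only, MAP-1B was 0.16 with total counts only, and ProH4B was 0.10 with near-identical clusters summed and 0.028 with total counts only. Without single libraries the sign changed in females for MAP-1A (-0.54 to 0.081), MAP-1B (-0.23 to 0.27), MAP-2A (-0.18 to 4.75) and ProH4B (-0.51 to 0.058). In males, CCK-2 was 0.062 with trends removed and 0.37 with the library group, FRYa was -0.11 with near-identical clusters summed, HDAC8 was -0.0014 at 1 CPM, -0.10 with trends removed, -0.38 with the library group, -0.0078 with no filter and -0.047 with the replicate block, MAP-1A was -0.081 with trends removed and -0.021 with the library group, R-MT5 was -0.21 with trends removed and -0.076 with total counts only, RXR2 was -0.015 with no filter, Sensorin-A2 was -0.063 with trends removed, and Tachykinin-1 was 0.039 with the library group. Without single libraries the sign changed in males for AKH (-1.68 to 0.48), APGWa-1 (-1.21 to 0.069), CCK-2 (-0.55 to 0.70), Clionin-1 (-1.25 to 0.44), Elevenin-1S (-0.28 to 0.42), FRYa (-0.35 to 1.10), HDAC8 (-0.55 to 0.25), KAT8 (-0.019 to 0.63), MAP-1A (-0.38 to 0.63), MAP-1B (-0.27 to 0.022), MAP-2A (-0.67 to 7.26), Pleurin (-0.99 to 0.40), R-MT1B (-0.60 to 0.13), R-MT4 (-0.046 to 0.64), R-MT5 (-0.31 to 0.39), RXR2 (-0.17 to 0.46), Sensorin-A2 (-0.31 to 0.82), TEP-1 (-1.03 to 0.65), Tachykinin-1 (-1.03 to 0.054) and Tachykinin-2 (-0.49 to 0.27).

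Depth was lowest in normal male 1, with 7768665 counted reads, and its effect on the calls was examined only by leaving this library out, where 0 precursors were called lower in males. In simulated data 4 of 200 clusters changed 4-fold were recovered in females and 0 of 200 in males, against 19 over both sexes, with 3 normal males against 4 normal females.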

Differences from the paper's values

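The paper gives 334 clusters as lower in CSM snails, and 102 were called here. None of the alternatives set before the data were examined falls within 1.5 times the paper's number: 608 at 1 CPM in 3 libraries, 3912 with DESeq2, 119 with DESeq2's size factors, 102 with a change of at least 2-fold, 1210 with edgeR's exact test without a sex term, 72 with no filter, 113 with no sex term, 0 with the replicate block, 116 with total counts only, and 2 to 170 without single libraries.

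The paper gives 37 precursors as lower in CSM females in its results and 36 in its discussion, and 63 were called here, adjusted over the list alone. The alternatives set before the data were examined that fall within 1.5 times the paper's numbers are the t-test of Figure 4 on RPM with 38, the same on log2 values with 51, the replicate block with 44, and the libraries without CSM female 1 with 44, without CSM female 2 with 53 and without normal female 4 with 53. Those that do not are 1 CPM, DESeq2 and DESeq2's size factors with 63 each, no filter with 66, the libraries of that sex only with 61, total counts only with 59, an unadjusted p with 64, the adjustment over all tested clusters with 0, and the other libraries left out with 57 to 66.

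The paper gives 22 precursors as lower in CSM males, and edgeR called 0 here, with 32 at an unadjusted p under 0.05. The alternatives within 1.5 times the paper's number are DESeq2 with 15, the t-test of Figure 4 on RPM with 22 and on log2 values with 25, and the unadjusted p with 32. Those that are not are 1 CPM with 2, DESeq2's size factors with 1, no filter with 6, total counts only with 13, the adjustment over all tested clusters, the libraries of that sex only and the replicate block with 0 each, and the libraries left out in turn with 0 to 4.

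The paper gives a decrease of CCAP by 25% in CSM females, and the decrease here was 71.5%. No alternative reaches the paper's value: 76.2% with TMM scaling and 67.1% to 78.2% without single libraries. The level that remained in CSM females was 28.5% of the normal mean, so that the paper's 25%, read as the level that remains, lies within 1.5 times of it.

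Some bars of Figure 4 differ from the values of the listed clusters, and none of the alternatives reaches them. NdWFa-1 in normal males is at about 2500 RPM in Fig. 4B, read by eye, and was at 301 RPM here, and in CSM males it is at about 1800 RPM in Fig. 4B, read by eye, and was at 790 RPM. Insulin-1B in normal males is at about 1300 RPM in Fig. 4B, read by eye, and was at 11.0 RPM, and in CSM males it is at about 600 RPM in Fig. 4B, read by eye, and was at 7.93 RPM. MAP-2B in normal males is at about 1000 RPM in Fig. 4B, read by eye, and was at 102 RPM, and in CSM males it is at about 620 RPM in Fig. 4B, read by eye, and was at 51.2 RPM. HCS2 in normal females is at about 1500 RPM in Fig. 4A, read by eye, and was at 51.7 RPM, and in CSM females it is at about 850 RPM in Fig. 4A, read by eye, and was at 15.0 RPM. Other precursors, looked up after this, were near the heights of these bars. In males Clionin-2 had 2472 RPM in normal and 1778 RPM in CSM snails, near the bars of NdWFa-1, and FVRIa-1 had 992 and 626 RPM, near those of MAP-2B. In females FVRIa-2 had 1518 and 854 RPM, near those of HCS2. These 3 are lower by the t-test in that sex, and NdWFa-1, MAP-2B and HCS2 are not, so that it stays open whether the bars differ in value or in the name they carry.

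The paper gives the same number of reads for the female and the male libraries. The counts add up to that number in the males, 384117268, and to 428947285 in the females.

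The paper has a minority of the first 100 clusters of the female comparison as higher in CSM snails, and 55 were higher here. The paper's female models were assembled from the female reads alone. The clusters here come from both sexes and were ranked by edgeR's p from the fit over all libraries. The alternatives gave 41 to 71, and single libraries left out gave 34 to 72. It describes the libraries as grouped by maturation status. The silhouette by status was 0.110, larger than that by sex at 0.0644. With Spearman correlation the order was the reverse, with 0.0575 by status and 0.0633 by sex, while with the top 1000 clusters by variance it was 0.0617 by status and 9.42e-05 by sex, and none of the trees computed here first divided the libraries into normal and CSM.

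The paper places NP-F2 in females more than 4-fold below its normal level, and the ratio was 0.311 here, while Fulicin was at 0.231. Of the 38 precursors lower by the t-test of Figure 4 on RPM, 2 were more than 4-fold below normal, Fulicin and NP-F1, the latter also at 0.231. It places the other lowered precursors of females more than 2-fold below normal. Of the 38, 30 were more than 2-fold below normal and 8 were not. In males it gives GnRH as the strongest fall, which was also the lowest ratio here at 0.212.

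The paper has 11 precursors as lowered in both sexes, and edgeR called 0 of them in males adjusted over the list alone. The t-test of Figure 4 on RPM calls all 11 in both sexes, the t-test on log2 values 9, an unadjusted p 8, total counts only 6, DESeq2 5, no filter 2 and 1 CPM 1. Of the alternatives chosen after seeing the values, the removal of GC and length trends calls 5 and drops 6, the sum over near-identical clusters calls 2 and drops 9, and the library group as a covariate calls 1 and drops 10.

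The paper has enzymes for histone and DNA modification and E3 ligases as raised in CSM females. None was called here with edgeR adjusted over the list alone, with 4 at an unadjusted p under 0.05, and the t-test of Figure 6 on RPM calls the same 13 that the paper names, while on log2 values it calls 13 too. DMT1B and DMT3, which the paper has as raised, did not pass the filter, and without a filter their edgeR p in females was 0.950 and 0.433 adjusted over the list alone. The paper has these rises as present in females and absent in males, and the t-test of Figure 6 on RPM calls 0 in males. The log2 fold changes of RNF213, RNF213α, TRIM56, R-MT3 and R-MT7 were larger in males, at 1.87, 2.03, 1.70, 1.32 and 0.57, than in females, at 1.12, 1.24, 1.10, 0.94 and 0.46, and 5 of the 11 that passed the filter had the larger change in males. Of these 5, only R-MT3 had every CSM male above every normal male.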

Other observations

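The tests in this part were chosen after the result was seen, except those of the share of peptide-making cells and of the 4 libraries that cluster together, whose predictions were written first.

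The fall of the precursors in CSM females was set against technical explanations. In the same comparison the median log2 fold change of the enzymes and receptors was 0.036. TMM scaling centres most clusters on no change, with a median of -0.08 over all tested clusters, so that this value cannot decide on the scaling. Scaled by total counts alone, that median was 0.16, and 59 precursors were still lower in females adjusted over the list alone. With DESeq2's size factors 63 were lower, as with TMM, so that the fall was not tied to TMM. The median of the precursors was -1.26 with GC and length trends removed and -1.48 with near-identical clusters added, so that neither of these is the whole cause. With the library group in the model it was -1.38. That group was taken from the tree of these same libraries, and normal female 4 is the only female in its smaller part. It therefore cannot exclude a technical batch. Of the 35 splits of the female libraries 1, the real one, called as many precursors in one direction, while 4 other splits called any and the largest number was 46. The fall in females is therefore beyond what other groupings give. The collection site coincides with CSM, and a difference between the sites cannot be told apart from CSM.

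A lower share of peptide-making cells, alike for every precursor, was tested by how many precursors departed from the list's median. In females these were 2, MSP and MAP-1B, and in males 1, MSP, which the paper had listed after finding it among the up-regulated genes. A change of the share cannot be told apart from lower expression in the same cells, since no list of markers of these cells was at hand. Of the 10 splits of the male libraries 1, the real one, had a list median as far from 0, and the next was 0.66, and 10 splits are too few to exclude chance.

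Over both sexes, 1 of 40 splits, the real one, called as many clusters, and the largest number in another was 8. Among the called clusters with near-identical ones, 179 changed by 16-fold or less, and in 8 of these the sum with the near-identical clusters changed by under 2-fold or the opposite way, which argues against sequence variants of the sites as the cause for most. Among the 8 that fell by over 16-fold it was 4, and for these a sequence variant cannot be told apart from lower expression. The 4 enzymes called higher over both sexes were matched by no other of 40 splits, the real one being the 1.

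Chance is not excluded for the clusters called in CSM females, where 3 of 35 splits called as many, and for the 1 precursor that differed between normal males and females, where 2 of 35 did. Where the real grouping called 0, every split calls as many and the comparison says nothing. These were the clusters for the difference between the sexes, with 40 of 40, the enzymes and receptors in females, with 35 of 35, and the clusters and the enzymes and receptors in males, with 10 of 10 each. Of the 10 splits of the male libraries, that of normal male 1, CSM male 2 and CSM male 3 against the others, which follows a grouping seen in the tree of libraries, called 2 clusters higher and 2 lower.

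The 4 libraries of mixed status and sex that clustered together, normal female 4, normal males 2 and 3 and CSM male 1, were examined for GC content and length trends. With the trends removed, 0 libraries of the 4 were on the smaller side of the complete-linkage tree, but on the larger side, examined after this was seen, the smallest branch that held them was still one of 4 libraries, so that they still clustered together and the cause of this grouping stays open.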
